# An Integrated Cell Purification and Genomics Strategy Reveals Multiple Regulators of Pancreas Development

**DOI:** 10.1371/journal.pgen.1004645

**Published:** 2014-10-16

**Authors:** Cecil M. Benitez, Kun Qu, Takuya Sugiyama, Philip T. Pauerstein, Yinghua Liu, Jennifer Tsai, Xueying Gu, Amar Ghodasara, H. Efsun Arda, Jiajing Zhang, Joseph D. Dekker, Haley O. Tucker, Howard Y. Chang, Seung K. Kim

## Abstract

The regulatory logic underlying global transcriptional programs controlling development of visceral organs like the pancreas remains undiscovered. Here, we profiled gene expression in 12 purified populations of fetal and adult pancreatic epithelial cells representing crucial progenitor cell subsets, and their endocrine or exocrine progeny. Using probabilistic models to decode the general programs organizing gene expression, we identified co-expressed gene sets in cell subsets that revealed patterns and processes governing progenitor cell development, lineage specification, and endocrine cell maturation. Purification of *Neurog3* mutant cells and module network analysis linked established regulators such as *Neurog3* to unrecognized gene targets and roles in pancreas development. Iterative module network analysis nominated and prioritized transcriptional regulators, including diabetes risk genes. Functional validation of a subset of candidate regulators with corresponding mutant mice revealed that the transcription factors *Etv1*, *Prdm16*, *Runx1t1* and *Bcl11a* are essential for pancreas development. Our integrated approach provides a unique framework for identifying regulatory genes and functional gene sets underlying pancreas development and associated diseases such as diabetes mellitus.

## Author Summary

Discovery of specific pancreas developmental regulators has accelerated in recent years. In contrast, the global regulatory programs controlling pancreas development are poorly understood compared to other organs or tissues like heart or blood. Decoding this regulatory logic may accelerate development of replacement organs from renewable sources like stem cells, but this goal requires identification of regulators and assessment of their functions on a global scale. To address this important challenge for pancreas biology, we combined purification of normal and mutant cells with genome-scale methods to generate and analyze expression profiles from developing pancreas cells. Our work revealed regulatory gene sets governing development of pancreas progenitor cells and their progeny. Our integrative approach nominated multiple pancreas developmental regulators, including suspected risk genes for human diabetes, which we validated by phenotyping mutant mice on a scale not previously reported. Selection of these candidate regulators was unbiased; thus it is remarkable that all were essential for pancreatic islet development. Thus, our studies provide a new heuristic resource for identifying genetic functions underlying pancreas development and diseases like diabetes mellitus.

## Introduction

The pancreas is a vital internal organ with exocrine and endocrine functions. The exocrine pancreas is composed of acinar cells that secrete digestive enzymes into a branched network of bicarbonate-secreting duct cells. Endocrine cells form clusters called islets of Langerhans that secrete hormones such as insulin, glucagon, pancreatic polypeptide, somatostatin, and ghrelin produced, respectively, by beta cells, alpha cells, PP cells, delta cells and a transient population of epsilon cells [1]. Classical genetic approaches revealed that exocrine and endocrine cells develop from a common multipotent progenitor that expresses the transcription factors *Sox9* [2] [3], *Pdx1* [4], and *Ptf1a* [5]. Through mouse embryonic development, Sox9^+^ multipotent progenitors generate endocrine progenitors that express the basic helix-loop-helix (bHLH) transcription factor *Neurog3* [6], which produce all pancreatic endocrine cells [7]. Although these approaches have revealed much about individual factors that regulate pancreatic development [8], we have yet to understand the regulatory logic underlying pancreas formation [9].

Genome-scale approaches to organ development can provide unbiased views of the genetic interactions regulating transient cell populations such as multipotent progenitor cells and their lineage-restricted progeny. However, to decipher the regulatory logic that culminates in successful organogenesis, gene expression in distinct, developing cell types must be acquired. Then, algorithms that analyze expression patterns across multiple cell types can be executed. Such integrated efforts have been used successfully for studies of hematopoiesis [10] [11]. We postulate that similar approaches to identify gene sets orchestrating formation and maturation of pancreas cells should advance islet beta cell-replacement efforts in diabetic patients. However, the application of such an approach to solid organs like the pancreas has proven difficult. In particular, crucial transient cell subsets like multipotent pancreatic progenitors and endocrine precursors represent a small fraction of cells in the developing pancreas – making analysis of these cells challenging. Thus, while prior studies used cell fractionation and genome-scale analysis of gene expression to advance understanding of pancreas development [12] [13] [14] [15] none was able to comprehensively assess purified progenitors and their endocrine or exocrine progeny from multiple developmental stages. Moreover, most previous studies were limited to pair-wise comparisons of wild-type cells in the endocrine lineage, thereby precluding powerful inferences from mutant analysis, and none prioritized or validated multiple candidate regulators by phenotyping mutant mice.

Here, we used a combination of cell sorting and transgenic cell labeling to purify and profile twelve pancreatic cell types at specific stages of development and used methods to optimize RNA quantification from relatively small numbers of cells. Our data set encompasses multipotent Sox9^+^ pancreatic progenitors, Neurog3^+^ endocrine progenitors, fetal and adult alpha cells and beta cells, and exocrine cells including fetal acinar cells and adult duct cells. Statistical comparisons demonstrate the highly reproducible quality of gene expression profiles obtained. We found that iterative probabilistic modeling, optimized with data on established pancreatic regulators, succeeded in nominating and ranking scores of novel candidate regulators and their functions. We validated a subset of these predictions using mutant *Neurog3* mice and by phenotyping pancreas development in appropriate mutant mice. This comprehensive, integrated effort with discrete, operationally-defined populations of purified fetal and adult pancreatic cells provides gene expression profiling at higher resolution than previously achieved, identifies new regulators of pancreas development that are validated in vivo, and elucidates new elements of the regulatory logic underlying development of the endocrine and exocrine pancreas.

## Results

### Purification and gene expression profiling of fetal and adult pancreatic cells

To dissect developmental mechanisms of pancreatic development and maturation, we adopted a strategy using staged mice, FACS purification of specific cell subsets, genome-scale gene expression profiling coupled to bioinformatics analysis, and validation using mutant mice (Figure 1A). Using a combination of surface markers and transgenic reporter mice, we isolated 12 cell populations and profiled gene expression using GeneChip microarrays (Figure 1B; Methods). These included embryonic day (E) 11 cells enriched for Sox9^+^ multipotent pancreatic progenitors [3], E15 pancreatic ‘progenitors’ enriched for the markers Sox9 and CD24 [16] [17], E15 Neurog3^+^ endocrine progenitors enriched for CD133 and CD49f [16], E15 acinar cells, Glucagon^+^ alpha cells from postnatal day (P) 1 and 8–12 weeks, fetal and adult beta cells from E15, E17, P1, P15, and 8–12 weeks, and duct cells from 8–12 weeks. 

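Each population was hybridized to 3 to 5 Affymetrix mouse arrays, 44 arrays in all. Sox9+ pancreatic progenitors came from E11 (n = 4) and E15 (n = 3), acinar cells from E15 (n = 3) and Neurog3+ endocrine progenitors from E15 (n = 3). Beta cells came from E15 (n = 4), E17 (n = 3), P1 (n = 3), P15 (n = 4) and adults (n = 4), alpha cells from P1 (n = 4) and adults (n = 5), and duct cells from adults (n = 4). Adult mice were 8 to 12 weeks old. The array labels give E11.5, E15.5, E17.5 and P0 where the paper writes E11, E15, E17 and P1, and the paper's stages are used throughout. The authors made 1 log2 expression value per probe by RMA, which corrects background, sets all arrays to one distribution and combines the oligonucleotides of a probe. Array medians lay between 6.58 and 6.88, and between 49.1% and 52.6% of the 45101 probes exceeded 100 on the linear scale, with a median of 50.9%. From these values 1 mean per population was fitted with limma over all 48 arrays of the series, including 4 arrays of Neurog3-null cells. A probe counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 2-fold, among 32078 probes above 100 in at least 1 array. The number of arrays limits the precision. The methods describe pools, such as about 200 pancreata for the 4 replicates of E11 progenitors and at least 3 mice per replicate of adult beta and alpha cells. Gene lists and markers were fixed before the data were examined.

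Markers of other cell types were measured in the same arrays. The mean of 17 macrophage and leukocyte markers was 5.34 ± 0.19 (SD, n = 4) on the log2 scale in E11 progenitors and 5.87 ± 0.26 (SD, n = 5) in adult alpha cells. It was 11.44 ± 0.37 (SD, n = 4) in adult beta cells and 11.81 ± 0.60 (SD, n = 4) in adult duct cells, with 10.09 in P1 and 8.91 in E17 beta cells between these. Ptprc, which encodes CD45, measured 10.24 ± 0.36 (SD, n = 4) in adult beta cells, 10.59 ± 0.77 (SD, n = 4) in duct cells and 3.74 ± 0.46 (SD, n = 5) in adult alpha cells. Cd74, a chaperone of antigen presentation, reached 14.22 ± 0.11 (SD, n = 4) in adult beta cells. E17 and P1 beta cells carried endothelial markers at 10.05 and 10.93, against 5.03 in E11 progenitors. Their mesenchyme and stellate markers averaged 12.03 and 12.69, and P1 alpha cells also carried both, at 9.32 and 11.20. The acinar list, 21 genes, varied most within adult alpha cells, from 6.95 to 12.36 between single arrays.

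**Figure D1:**
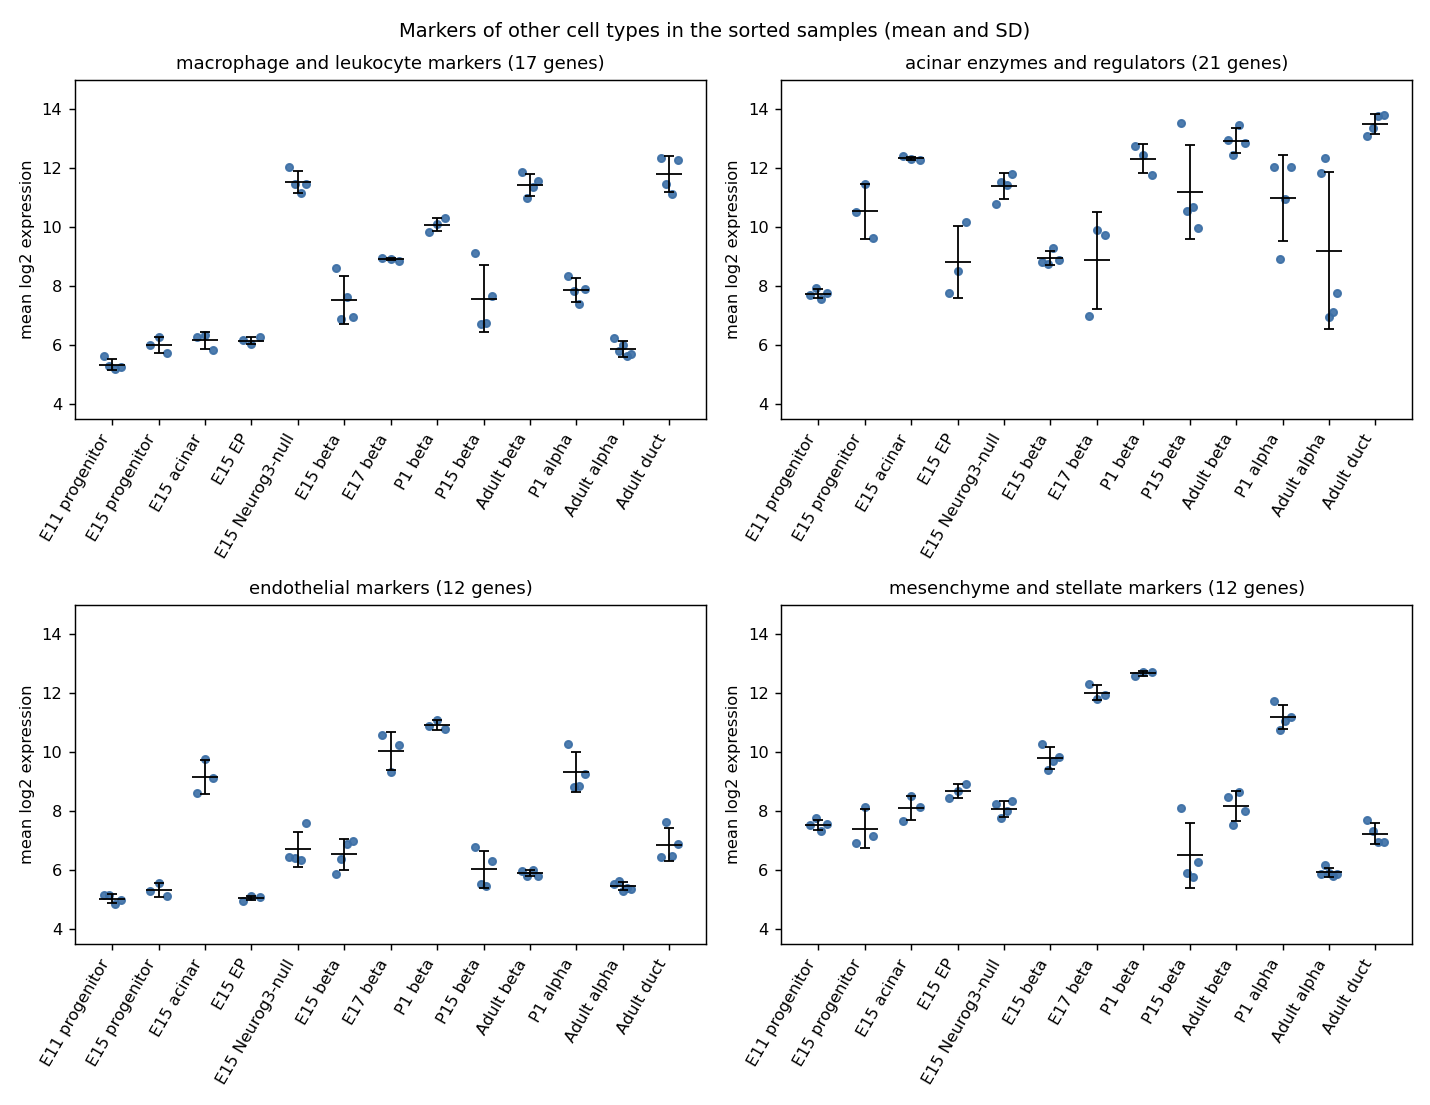
Mean log2 expression of 4 marker lists in each array, with the mean and SD of each of the 13 populations as lines. The macrophage and leukocyte markers average 11.44 in adult beta cells and 5.87 in adult alpha cells.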

To our knowledge, comparative analysis of this range of mouse pancreatic cell types and developmental stages has not been reported.

**Figure 1:**
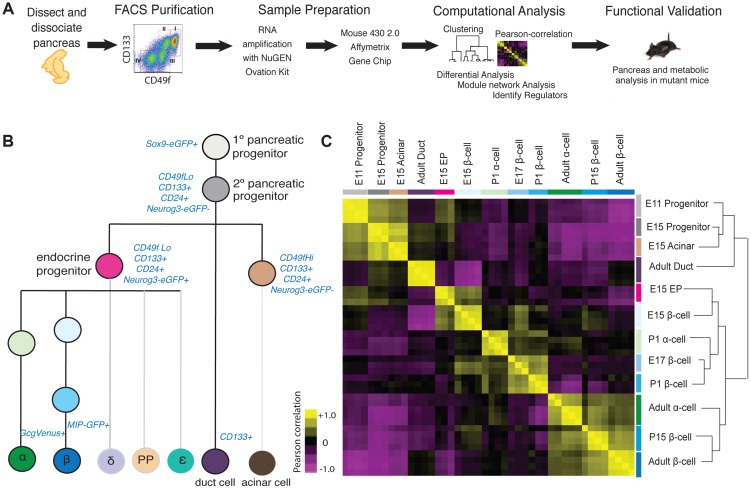
Acquisition and analysis of global gene-expression. (A) Schematic of experiments in this study. (B) Lineage-diagram of pancreas development. The following cell types were collected: E11 and E15 pancreatic progenitors, E15 acinar cells, E15 endocrine progenitors (EP), E15, E17, P1, P15, 8–12 week beta cells, P1 and 8–12 week alpha cells, and adult duct cells. The sort strategy is displayed in blue. Each sample was collected in at least triplicate. MIP: Mouse Insulin Promoter, GcgVenus: Glucagon-Venus. (C) Pearson correlation plot and hierarchical clustering (right) of 12 cell populations. The Pearson correlation coefficient was calculated on mean-centered normalized expression values of a subset of significant expressed genes (see Methods for details). A positive correlation is portrayed in yellow and a negative correlation in purple.

To assess the quality and reproducibility of replicate cell isolations, RNA collection and gene expression profiles, we obtained the Pearson correlation coefficient of pairwise-comparisons between samples and performed unsupervised hierarchal clustering. This analysis revealed tight clustering of biological replicates for each cell subset isolated (Figure 1C). 

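All 44 arrays correlated best with another array of their own population. Each of the 12 populations also formed a branch of its own in a tree of the 44 arrays, and did so whichever single array was left out. Over 31863 probes, each centred on its mean over the arrays, the mean Pearson r within a population ran from 0.68 in E17 beta cells to 0.95 in E11 progenitors. Between populations it ran from -0.55 to 0.71. In 40 of the 44 arrays, the lowest r to an array of the same population exceeded every r to the other populations. Without centring, the mean r within populations was 0.97, and that with the closest other population ran from 0.81 to 0.95. Pairs of arrays are not independent, so no p-value was computed.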

We verified the expression of established pancreatic markers and developmental regulators [9] for each specific cell type profiled, using microarray (Figure S1A), or with quantitative PCR for a subset of ultra-abundant mRNAs encoding proteins like insulin and glucagon, which can saturate microarray probes (Figure S1B, S1C). 

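Sox9, which encodes a transcription factor that keeps progenitors multipotent, averaged 12.54 ± 0.09 on the log2 scale (SD, n = 7) in the E11 and E15 progenitors and 10.21 over the other wild-type populations. The difference was 2.33 (standard error 0.15, adjusted p = 1.3e-16 from limma), and 2 of 2 probes passed the test. Myc, a driver of proliferation, averaged 9.66 ± 0.51 (SD, n = 7) against 7.60, a difference of 2.06 (standard error 0.24, adjusted p = 1.2e-09). Onecut1 encodes a factor that acts upstream of Neurog3. It showed the largest difference of these genes, 3.38 (standard error 0.15, adjusted p = 3.2e-21), with means of 10.96 and 7.58 and 2 of 2 probes past the test. For none of the 3 genes did every progenitor array lie above every other array. Both progenitor populations entered with equal weight, as did each of the other populations.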

Sox9^+^ E11 and E15 pancreatic progenitor cells were enriched for expression of expected mRNAs encoding *Sox9*, *cMyc*, and *Onecut1*. Likewise we confirmed that adult ductal cells were enriched for expression of *Muc1*, *Sox9*, *Onecut1* and *Hes1* mRNA (Figure S1A). 

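Muc1, which encodes a mucin of the duct lining, measured 12.52 ± 0.23 (SD, n = 4) on the log2 scale in duct cells and averaged 9.82 over the other wild-type populations. This is a difference of 2.70 (standard error 0.22, adjusted p = 9.7e-14 from limma). Sox9 was as high in duct cells as in progenitors, at 12.71 ± 0.24 (SD, n = 4), and exceeded the other populations by 2.31 (standard error 0.19, adjusted p = 1.0e-13). Onecut1 differed by 1.86 (standard error 0.19, adjusted p = 4.8e-11). Hes1, a target of Notch signalling, measured 10.44 against 7.95, a difference of 2.49 (standard error 0.17, adjusted p = 4.9e-16). Of 16 duct markers on the list, 13 were higher in duct cells than in the other populations and none was lower, with the same count adjusted over the list alone (camera, adjusted p = 4.7e-08, and 0.015 with an estimated correlation). The chloride channel gene Cftr rose most, by 5.34. Of 21 acinar genes, 18 were higher in duct cells and 1 was lower (19 higher when adjusted over the list alone).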

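Pdx1, the transcription factor that maintains beta cell identity, averaged 12.14 ± 0.29 (SD, n = 18) on the log2 scale over the 5 beta cell populations and 10.40 over the other wild-type populations. The difference was 1.74 (standard error 0.08, adjusted p = 5.1e-21 from limma), and every one of the 18 beta cell arrays lay above all 26 others. Ins2, which encodes insulin, differed by 4.13 (standard error 0.16, adjusted p = 2.0e-23), with means of 14.44 and 10.31. In the alpha cells, Pax6, a factor that drives glucagon transcription, averaged 12.01 ± 0.34 (SD, n = 9) against 10.18. It differed by 1.83 (standard error 0.11, adjusted p = 4.9e-17), with 2 of 5 probes past the test. Gcg, the glucagon gene, differed by 2.62 (standard error 0.31, adjusted p = 1.4e-09). Each hormone was also measured in the other cell type. Gcg reached 14.03 ± 0.15 (SD, n = 8) in P15 and adult beta cells and 14.48 ± 0.03 (SD, n = 5) in adult alpha cells. Ins2 measured 13.91 ± 0.25 (SD, n = 5) in adult alpha cells and 14.64 ± 0.10 (SD, n = 8) in those beta cells. The paper states that transcripts this abundant can saturate the probes and measured them by quantitative PCR as well, so these high values do not show how far the cell types differ.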

At multiple stages, purified beta cells were highly enriched for mRNAs encoding *Pdx1, Insulin* and *Glucokinase*, while alpha cells expressed expected markers, including *Pax6*, *MafB*, *Arx*, and *Glucagon* (Figure S1A). Thus, appropriate scaling of mouse collections overcame inherently low numbers of fetal pancreatic cell subsets to generate a unique, coherent set of highly reproducible gene expression data sets spanning multiple pancreatic cell lineages and developmental stages.

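Correlation of the centred values placed each population nearest to a neighbour in stage or lineage. E15 progenitors and E15 acinar cells were nearest to each other (mean r 0.71), as were E17 and P1 beta cells (0.57), P15 and adult beta cells (0.50), and endocrine progenitors and E15 beta cells (0.40). P1 alpha cells were nearest to P1 beta cells (0.29), closely followed by E17 beta cells (0.28), and adult alpha cells to P15 beta cells (0.38). With probes centred on the mean of the population means, or without centring, P1 alpha cells were nearest to E17 beta cells (0.27 and 0.92). By single array, replicates 1 and 4 of P1 alpha cells were nearest to P1 beta cells and replicates 2 and 3 to E17 beta cells. Duct cells had their highest mean r with E15 progenitors, at 0.16. In the average-linkage tree of the 44 arrays, the first split set adult alpha, P15 beta, adult beta and duct cells apart from the 8 fetal and neonatal populations.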

Pearson correlation and unsupervised hierarchical clustering analysis revealed grouping of cell types and their gene expression based on developmental stage, and exocrine or endocrine function. Undifferentiated fetal pancreatic progenitors from E11 clustered closest to E15 progenitor cells and E15 acinar cells (Figure 1C). 

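E11 progenitors had a mean r of 0.55 with E15 progenitors and 0.41 with E15 acinar cells, above 0.34 with endocrine progenitors. These 3 populations formed one branch, and all 44 trees with 1 array left out held the same branch. Between E11 and E15 progenitors, 3630 probes changed: 1588 rose and 2042 fell, and 3601 of them had no overlap between the arrays of the stages. The chance share of 5.71% with 4 arrays against 3 holds for unselected probes and is no reference for called ones. Elastase Cela3b rose by 7.04 (standard error 0.88, adjusted p = 4.3e-08 from limma) and the calcium-binding protein gene S100b by 6.08 (standard error 0.35, adjusted p = 3.2e-17). Endocrine transcripts were lower in the E15 cells. Of 17 endocrine transcription factors, 9 fell and 1 rose (camera, adjusted p = 5.2e-04 with an estimated correlation), and all 14 genes of the secretory granule list fell. Gcg fell by 5.40, a size that is not exact if its high level in E11 progenitors saturates the probe. The alpha cell factor gene Irx2 fell by 5.75. Against E15 acinar cells, 6099 probes changed, with 2390 higher in acinar cells. Cela3b rose by 8.72 there, and 17 of 21 acinar genes rose (adjusted p = 5.3e-08, and 0.27 with an estimated correlation). All 12 endothelial markers were higher in the acinar cells than in E11 progenitors (adjusted p = 7.4e-13, and 0.036 with an estimated correlation).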

E15 Neurog3^+^ endocrine progenitors clustered closely with fetal alpha cells and beta cells, forming a cluster distinct from fetal progenitor, ductal and acinar cells. 

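Endocrine progenitors were nearest to E15 beta cells, whereas their mean r was -0.21 with P1 beta cells and -0.11 with P1 alpha cells. In the average-linkage tree they joined E15 beta cells first. This pair then joined E11 progenitors, E15 progenitors and acinar cells, before E17 beta, P1 beta and P1 alpha cells, so that the smallest branch with endocrine progenitors, fetal beta and P1 alpha cells held 8 populations. When probes were centred on the mean of the population means, and also with single linkage, centroid linkage or no centring, that branch held only those 5 populations. Leaving out 1 array gave between 5 and 12 populations, with the branch of 5 in 7 of 44 trees. The step from E15 endocrine progenitors to E15 beta cells changed 3024 probes, 1804 upward. Of 13 genes of beta cell maturation and glucose sensing, 11 rose (median 2.46, adjusted p = 2.4e-15 from camera, and 0.0022 with an estimated correlation). G6pc2, which encodes an islet glucose phosphatase, rose by 3.81 (standard error 0.26, adjusted p = 2.4e-14 from limma). The progenitor genes Tfap2c and Neurod2 fell by 5.65 and 4.72. Markers of macrophages (10 of 17, and 12 when adjusted over the list alone), of endothelium (9 of 12) and of mesenchyme (6 of 12, and 8 over the list alone) rose as well, each with adjusted p = 0.38 with an estimated correlation.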

Adult duct cell gene expression clustered with that of E11 and E15 pancreatic progenitors cells, instead of other adult cells, likely reflecting the postulated origins of pancreatic progenitors from primitive fetal ductal cells [18]. 

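Adult duct cells shared no close branch with the progenitors in the average-linkage tree: the smallest branch with duct cells, E11 and E15 progenitors and acinar cells held all 12 populations. Duct cells joined P15 beta, adult beta and adult alpha cells instead. With probes centred on the mean of the population means, the branch with duct cells, E11 and E15 progenitors and acinar cells held only these 4 populations, and 7 of the 44 trees without 1 array gave the same. The mean r of duct cells with the populations they joined was 0.10 for adult beta, -0.22 for adult alpha and -0.30 for P15 beta cells. The join thus shows no likeness to adult alpha or P15 beta cells. With E15 progenitors the mean r was 0.16, with E15 acinar cells 0.07 and with E11 progenitors -0.19. The paper states that this likeness to progenitors likely reflects an origin of progenitors from primitive fetal duct cells. In expression, 10721 probes differed between E15 progenitors and duct cells and 12653 between E11 progenitors and duct cells, the most of the comparisons made. The delta-like gene Dlk1 fell from E11 progenitors to duct cells by 10.12 (standard error 0.47, adjusted p = 5.7e-21 from limma) and the keratin gene Krt17 rose by 9.10 (standard error 0.22, adjusted p = 1.8e-29). Of 39 cell cycle genes, 37 were lower in duct cells than in E11 progenitors (adjusted p = 5.1e-13 from camera, and 0.088 with an estimated correlation). All 17 macrophage markers were higher (median 7.00, adjusted p = 5.0e-12, and 0.088 with an estimated correlation). Probes that follow those markers over the wild-type arrays made up 14.6% of the probes higher in duct cells and 2.5% of all probes tested. These probes were picked over arrays that include the duct cells, where the markers are high. The share is thus partly built in and is no separate evidence.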

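In the tree of the 44 arrays, P15 beta, adult beta and adult alpha cells formed one branch of 3 populations, and all 44 trees without 1 array kept it. No branch short of the whole tree held the 5 beta cell populations alone, nor the 2 alpha cell populations. E17 and P1 beta cells formed a branch with P1 alpha cells, whereas E15 beta cells joined the endocrine progenitors. Adult alpha cells had a mean r of 0.38 with P15 beta cells and 0.27 with adult beta cells, against 0.06 ± 0.03 (SD, n = 5 arrays) with P1 alpha cells. P1 alpha cells had 0.28 with E17 beta cells. From fetal and neonatal to postnatal and adult endocrine cells, beta and alpha cells pooled with equal weight per population, 5447 probes changed, 1798 upward and 3649 downward. Of 39 cell cycle genes, 31 fell (adjusted p = 2.8e-14 from camera, and 0.066 with an estimated correlation). All 12 mesenchyme markers fell too (adjusted p = 1.5e-09, and 0.066 with an estimated correlation).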

Unexpectedly, we did not observe clustering by endocrine cell type; rather, we observed clustering of postnatal and adult beta cells with adult alpha cells, and close clustering of fetal beta cells with neonatal alpha cells (Figure 1C). 

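Counted as a share of all 45101 probes, 13.94% differed between fetal and postnatal beta cells (6286 probes) and 14.79% between P1 and adult alpha cells (6669 probes). Between beta and alpha cells of the closest stage groups, 9.42% differed for fetal beta against P1 alpha cells (4248 probes) and 11.35% for postnatal beta against adult alpha cells (5121 probes). The beta cell groups span several stages against a single stage of alpha cells, so these shares also hold differences of stage. Groups of unequal size also give tests of unequal power, which limits a ranking of the shares. Maturation of beta cells lowered Cdkn1c, an imprinted cell cycle inhibitor, by 5.78 on the log2 scale (standard error 0.16, adjusted p = 4.8e-27 from limma) and raised Ucn3, a peptide of mature beta cells, by 3.67. Maturation of alpha cells lowered the collagen gene Col1a1 by 8.36. Fetal beta cells here are the E15, E17 and P1 arrays (n = 10) and postnatal beta cells the P15 and adult arrays (n = 8). All 12 mesenchyme markers and all 12 endothelial markers fell in both maturations. The mesenchyme shift in beta cells did not pass camera with an estimated correlation. From these comparisons and the clustering, the paper concludes that endocrine cells group by developmental stage rather than by cell type.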

Pair-wise differential expression analysis (Table S1) and unsupervised hierarchical clustering analysis with over 30 adult mouse tissues [19] supported this conclusion (Figure S2). As described below, this similarity likely reflects common functions of mature adult alpha cells and beta cells as nutrient-responsive cells that produce, process and secrete peptide hormones—functions distinct from those in fetal alpha and beta cells.

### Identifying distinct gene sets in pancreas progenitor and exocrine development

The clustering of cell types in our Pearson correlation analysis (Figure 1C) indicated that specific cell types expressed distinct genes. To investigate this further, we used module mapping [20], which determines if a set of genes associated with or governing a specific biological function is significantly enriched or depleted within a sample (see Methods). As expected, module mapping revealed gene sets enriched in E11 pancreatic progenitors that remained enriched in E15 pancreatic progenitors, fetal acinar cells, and duct cells (Group I; Figure 2). This included gene sets regulating cell proliferation, cell fate commitment, branching morphogenesis and gland development; together, these functions reflect the known proliferative capacity and differentiation potential of these cell populations [21]. In addition, we observed that progenitor and duct cells shared modules with fetal endocrine cells (Group I; Figure 2), suggesting common genetic regulatory features. These commonalities are consistent with recent findings indicating a latent potential in pancreatic acinar or duct cells for conversion into endocrine cells [22], [23]. 

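Of 39 cell cycle genes, 34 were higher in E11 progenitors than in the mean of the other 11 populations (median 1.93, adjusted p = 2.4e-17 from camera, and 0.081 with an estimated correlation). In E15 progenitors 35 were higher (median 2.05, adjusted p = 7.9e-21, and 0.010 with an estimated correlation) and in E15 acinar cells 37 (median 2.16, adjusted p = 4.7e-18, and 0.021 with an estimated correlation), with none lower in any of these populations. Bub1, a kinase of the mitotic checkpoint, was higher by 3.18 in E11 progenitors, and Aurkb, another mitotic kinase, by 3.05 in E15 progenitors. In duct cells, 25 of the 39 genes were lower and none was higher (adjusted p = 1.4e-06, and 0.22 with an estimated correlation). Counts adjusted over the list alone were the same. The mean of the list was 11.08 ± 0.04 (SD, n = 4) in E11 progenitors and 8.06 ± 0.38 (SD, n = 4) in duct cells.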

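Of 21 genes of branching morphogenesis, 10 were higher in E11 progenitors than in the other populations and 1 was lower (adjusted p = 0.0016 from camera, and 0.081 with an estimated correlation). The laminin chain gene Lama1 and the growth factor genes Bmp7 and Wnt7b led, at 2.89, 2.47 and 2.39. E15 progenitors had 9 higher and 2 lower (adjusted p = 0.0063, and 0.063 with an estimated correlation), with the receptor gene Fgfr2 at 2.36. Duct cells had 11 higher and 2 lower (adjusted p = 0.0011, and 0.047 with an estimated correlation), with Tgfb2 at 3.27 and Epha2 at 2.83. In acinar cells, 4 were higher and 3 lower (adjusted p = 0.78). Of 15 early pancreas transcription factors, 8 were higher and 1 lower in E11 progenitors (adjusted p = 0.0013, and 0.081 with an estimated correlation), where the acinar and progenitor factor gene Ptf1a exceeded the others by 3.67. In E15 progenitors 9 were higher and 1 lower (adjusted p = 0.0015, and 0.037 with an estimated correlation). The paper proposes that these functions reflect the proliferation and the capacity to differentiate known for these cells.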

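Cell cycle genes measured 9.74 in E17 beta cells, 9.83 in P1 beta cells and 9.47 in P1 alpha cells, as means of 39 genes on the log2 scale. This lies between the mean of 11.27 ± 0.13 (SD, n = 3) in E15 progenitors and that of 8.06 in duct cells. In P1 alpha cells 2 of the genes were higher than in the other populations and 2 lower (adjusted p = 0.80 from camera). Endocrine progenitors had none higher. E15 beta cells had 1 lower, although the list as a whole was lower there (adjusted p = 2.7e-08, and 0.17 with an estimated correlation). Genes of branching morphogenesis averaged 9.30 in E11 progenitors and 9.25 in duct cells.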

To identify gene sets enriched or uniquely expressed in E11 and E15 Sox9^+^ pancreatic progenitors, acinar or duct cells, we (1) obtained the gene signatures for each cell type (Figure S3; Table S2; see Methods for gene signature criteria), and (2) identified differentially expressed genes (Figure S4; Tables S2, S3, S4). This analysis revealed that E11, E15 progenitors and E15 acinar cells shared distinct but overlapping gene signatures (Figure S3A). 

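The signature of a population was formed from probes whose mean lay at least 2-fold above the mean of all other wild-type arrays, at p up to 0.001, an adjusted p up to 0.05 and an SD within the population up to 0.5. It held 1461 probes (1003 genes) for E11 progenitors, 343 probes (255 genes) for E15 progenitors and 1338 probes (944 genes) for E15 acinar cells. E11 and E15 progenitors shared 36 probes, where independent lists of these sizes would share 15.7. E11 progenitors and acinar cells shared 167 (61.4 for independent lists), and E15 progenitors and acinar cells 37 (14.4 for independent lists). No probe was in all 3, and 1258, 270 and 1134 probes were in the signature of E11 progenitors, E15 progenitors and acinar cells only. Each population is part of the reference of the others here, which works against sharing. Unchanged simulated populations shared 0 probes, a value that says nothing about the sharing, because the thresholds practically fix it beforehand. Where the reference excluded both populations and was split between them, E11 and E15 progenitors shared 386 probes (37.3 for independent lists), E11 progenitors and acinar cells 738 (98.9), and E15 progenitors and acinar cells 290 (28.4). Of 39 cell cycle genes, 15 were in the E11 signature (2.74 expected by its size) and 11 in the acinar one (2.58 expected). The signatures lost many probes without 1 array, down to 890 probes for E11 progenitors, 47 for E15 progenitors and 673 for acinar cells. All of them grew with equally weighted populations and the spread within populations, to 3100 probes for E11 progenitors. The proteoglycan gene Nepn led the E11 signature (6.73), with the fetal genes Afp and Lin28a near the top. Ptf1a led the acinar transcription factors at 5.63, followed by Gfi1 at 5.42.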

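Spin2c, which encodes a spindlin-like chromatin reader, measured 9.70 ± 0.07 (SD, n = 4) on the log2 scale in E11 progenitors, against 8.51 ± 0.06 (SD, n = 3) in E15 progenitors and 8.22 ± 0.08 (SD, n = 3) in acinar cells. It was in the E11 signature alone, 1.60 above the mean of all other arrays (standard error 0.31, adjusted p = 3.4e-04 from limma). Rpp40, a subunit of the RNase P that trims transfer RNA, measured 9.69 ± 0.12 (SD, n = 4) in E11 progenitors. Both of its probes were in the E11 signature, and its difference was 1.24 (standard error 0.25, adjusted p = 6.7e-04). It was 1.05 in acinar cells (standard error 0.32, adjusted p = 0.016), where p missed 0.001. The 6 probes of Bcl11a, a zinc finger repressor, were in none of the 3 signatures: the differences were 0.73 in E11 progenitors, 1.29 in E15 progenitors and 1.27 in acinar cells, with adjusted p of 0.45, 0.28 and 0.22. Its values spread widely over the reference arrays, from 6.97 in duct cells to 10.19 in adult alpha cells. With a reference that gives each population the same weight and tests against the spread within populations, 1, 3 and 3 of its 6 probes entered these signatures. The probes of Rpl23 carry no single gene name in the platform table.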

Genes in these signatures included many transcriptional regulators, including *Bcl11a*, and genes involved in RNA processing and translation such as *Spin2*, *Rpp40*, and *Rpl23*, whose possible roles have not been previously noted in pancreas development. Thus, our analysis identified genes and gene sets that are expressed during pancreatic progenitor and exocrine cell development.

**Figure 2:**
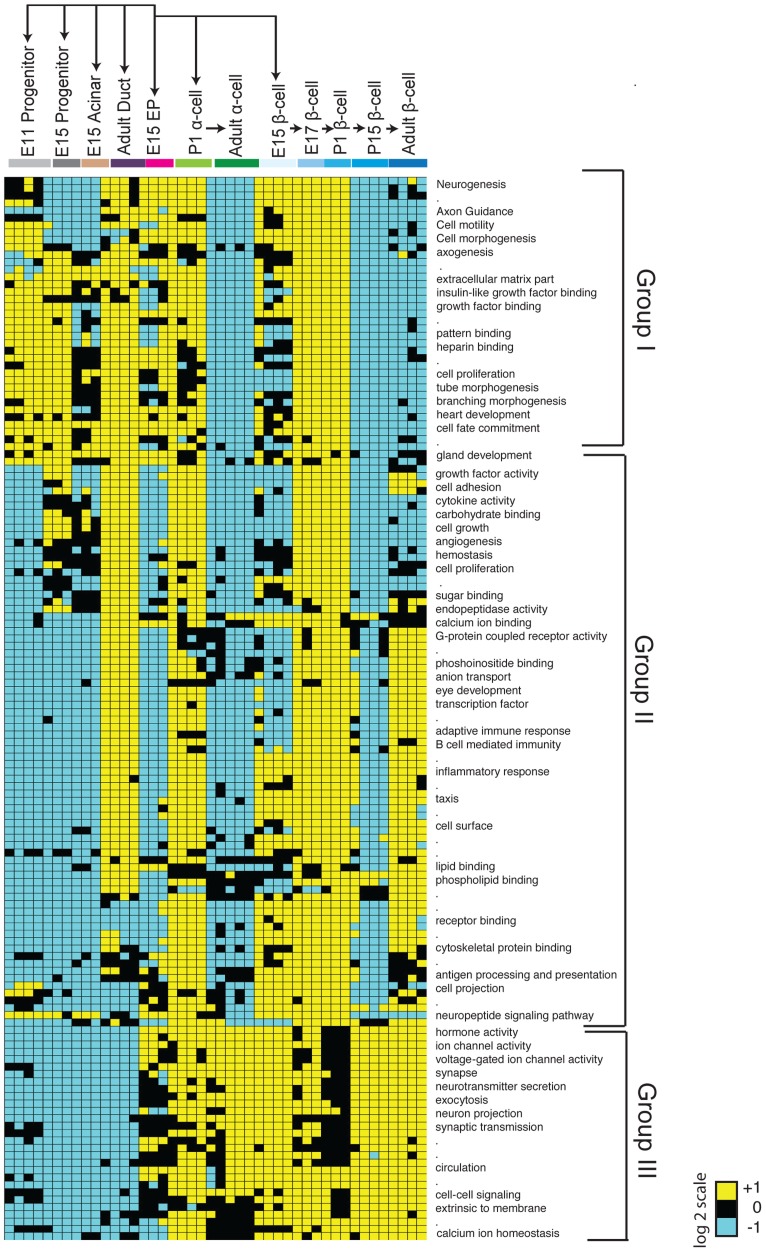
Module map analysis of differentially expressed gene sets. The module map algorithm of Genomica software was executed to identify gene-sets (representing gene ontology biological functions) that are differentially expressed between 12 cell populations representing various stages and cell types of the pancreas. Each individual block represents the average expression of statistically enriched (yellow) or depleted (teal) genes based on a log2 scale (*P*<0.05 and FDR<0.05, Cut-off values >1 or <−1, based on a log2 scale). Black blocks indicate that there was no significant enrichment or depletion of a gene-set. Because of resolution and space constraints not all gene set terms are displayed (signified with dots). Endocrine progenitor (EP).

### Identifying gene sets in endocrine progenitors and their fetal and adult endocrine progeny

Maturation of defining beta cell functions, such as glucose sensing and insulin secretion, increases from fetal through post-natal stages [7] [24]; however, a comprehensive analysis of beta cell gene expression from fetal to adult stages has not, to our knowledge, been reported in mice. Likewise, little is known about gene expression changes accompanying maturation of alpha cells [25]. 

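The mean of 39 cell cycle genes was 9.36 ± 0.30 (SD, n = 3) on the log2 scale in endocrine progenitors, 7.67 in adult beta cells and 7.17 in adult alpha cells. Against the mean of the other 11 populations, 36 of the genes were lower in adult beta cells (median 1.83, adjusted p = 3.4e-18 from camera, and 0.035 with an estimated correlation) and 35 in adult alpha cells (adjusted p = 2.3e-17, and 0.033 with an estimated correlation). From E11 progenitors to endocrine progenitors 35 had already fallen (adjusted p = 2.5e-17, and 0.034 with an estimated correlation). From fetal to postnatal beta cells 29 fell (adjusted p = 3.7e-10, and 0.14 with an estimated correlation), and from P1 to adult alpha cells 33 fell (adjusted p = 2.3e-17, and 0.034 with an estimated correlation). Early pancreas transcription factors, 15 genes, were lower in adult alpha cells for 10 genes (adjusted p = 0.010 with an estimated correlation). Counts adjusted over each list alone were the same.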

Module mapping revealed gene sets initially expressed in Sox9^+^ pancreatic progenitor cells and Neurog3^+^ endocrine progenitors (including the terms cell proliferation and cell fate commitment) that were maintained in fetal beta and alpha cells but extinguished in adult endocrine cells (Group I; Figure 2). A second group of gene sets (with terms like cell adhesion, angiogenesis, hormone activity and eye development) was expressed after the Neurog3^+^ stage in alpha and beta cells. 

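Of 15 angiogenesis genes, 12 were higher in E17 beta cells than in the other populations (adjusted p = 4.8e-07 from camera, and 0.026 with an estimated correlation), 13 in P1 beta cells (adjusted p = 1.2e-10, and 0.019 with an estimated correlation) and 10 in P1 alpha cells (adjusted p = 2.5e-05, and 0.078 with an estimated correlation). Tek, a receptor tyrosine kinase of endothelial cells, was higher by 3.63 in E17 and 5.03 in P1 beta cells. Of 21 cell adhesion genes, 11 were higher and 2 lower in E17 beta cells (adjusted p = 7.6e-04, and 0.077 with an estimated correlation), 10 were higher in P1 beta cells (adjusted p = 2.9e-06, and 0.020 with an estimated correlation), and 9 were higher and 1 lower in P1 alpha cells (adjusted p = 0.0022, and 0.10 with an estimated correlation). The matrix gene Postn led, at 4.16 in E17 and 5.18 in P1 beta cells. All 8 islet hormone genes were higher in P1 alpha cells (adjusted p = 2.4e-05, and 0.016 with an estimated correlation). Markers of other cell types moved with them. In E17 and P1 beta cells all 12 endothelial markers and all 12 mesenchyme markers were higher, with medians of 3.24 and 4.16 for endothelium and 4.00 and 4.50 for mesenchyme. P1 alpha cells had 11 of 12 higher in each list. Endocrine progenitors had endothelial markers at 5.07 and mesenchyme markers at 8.69.

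**Figure D2:**
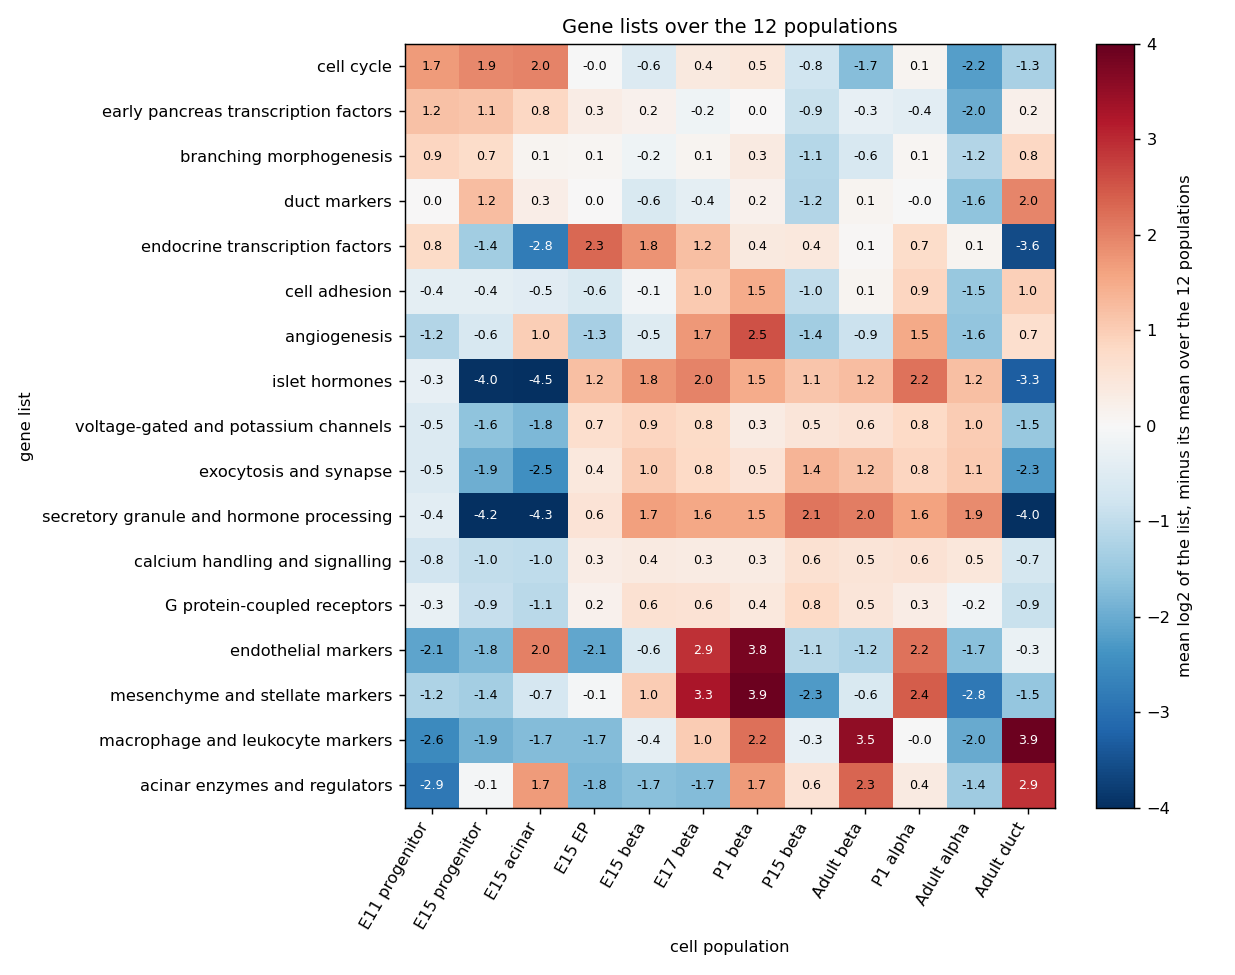
Mean log2 expression of 17 gene lists in the 12 wild-type populations, each minus the list's mean over the populations. Endothelial and mesenchyme markers are high in E17 beta, P1 beta and P1 alpha cells together with angiogenesis and cell adhesion genes.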

Strikingly, nearly all these modules were transiently downregulated in P15 beta cells and lost in adult alpha cells, but maintained in adult beta cells (Group II; Figure 2). These findings are consistent with prior studies showing that at early stages of development (E15, E17, and P1) immature alpha and beta cells are establishing neurovascular connections [26] [27], proliferating [28] [29], and developing components necessary for hormone synthesis, processing or secretion [30]. 

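In P15 beta cells 12 of 15 angiogenesis genes were lower than in the other populations and 1 was higher (adjusted p = 0.0037 from camera, and 0.21 with an estimated correlation). Of 21 adhesion genes 12 were lower and 3 higher (adjusted p = 0.025, and 0.24 with an estimated correlation). Adult alpha cells had 13 angiogenesis genes lower (adjusted p = 0.0020, and 0.19 with an estimated correlation), and 13 adhesion genes lower with 3 higher (adjusted p = 0.0015, and 0.12 with an estimated correlation). Adult beta cells had 7 angiogenesis genes lower (adjusted p = 0.024, and 0.33 with an estimated correlation), and 6 adhesion genes higher with 4 lower (adjusted p = 0.48). From P15 to adult beta cells, 8 adhesion genes rose (9 when adjusted over the list alone, adjusted p = 7.3e-05, and 0.10 with an estimated correlation), and 4 angiogenesis genes rose (adjusted p = 0.34). This step changed 2504 probes, 1997 of them upward. With the methods' t-test it was 1394, and without probes that are above 100 in fewer than 24 arrays, a filter chosen after the data were seen, 1500. The genes that rose most were the eosinophil ribonuclease Rnase2a (7.67, standard error 0.45, adjusted p = 3.5e-16 from limma), the macrophage genes Retnla (7.47) and Clec7a (6.20), and the serotonin synthesis gene Tph1 (5.74). Of 17 macrophage and leukocyte markers, 16 rose (17 when adjusted over the list alone, median 3.93, adjusted p = 6.7e-24, and 0.025 with an estimated correlation). Probes that follow these markers made up 29.4% of the probes that rose. They were picked over arrays that include adult beta cells, where the markers are high, so this share is partly built in. In P15 beta cells the macrophage markers went both ways, 2 higher and 2 lower than in the other populations, and in adult alpha cells 13 of 17 were lower (adjusted p = 1.6e-04, and 0.32 with an estimated correlation). Endothelial markers were lower in P15 beta (11 of 12), adult beta (10 of 12) and adult alpha cells (11 of 12). The paper proposes, from prior studies, that immature alpha and beta cells are still building vascular and nerve contacts, dividing and acquiring the parts needed for hormone secretion.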

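Of 16 voltage-gated and potassium channel genes, 9 were higher in endocrine progenitors than in E11 progenitors (adjusted p = 0.0096 from camera with an estimated correlation). Of 21 genes of exocytosis and the synapse, 12 were higher and 2 lower (adjusted p = 0.0096 with an estimated correlation), and of 17 calcium handling genes 8 were higher (adjusted p = 7.7e-06, and 0.0042 with an estimated correlation). The calcium pump gene Atp2a3 rose by 3.94 and the calcium buffer gene Calb1 by 2.61. Later values are against the mean of the other populations. Exocytosis genes were higher for 14 of 21 in P15 beta cells (adjusted p = 8.9e-11, and 1.8e-04 with an estimated correlation), for 13 of 21 with 1 lower in adult beta cells (adjusted p = 3.1e-08, and 0.0018 with an estimated correlation), for 11 in P1 alpha cells (adjusted p = 9.6e-06, and 0.016 with an estimated correlation) and for 13 with 2 lower in adult alpha cells (adjusted p = 2.5e-06, and 0.0086 with an estimated correlation). Channel genes were higher for 11 with 2 lower in adult alpha cells (adjusted p = 3.1e-05, and 0.010 with an estimated correlation), where the sodium channel gene Scn3a led at 3.82. They were higher for 6 with 1 lower in P15 beta cells (adjusted p = 0.0096, and 0.11 with an estimated correlation). The calcium list averaged 9.03 ± 0.05 (SD, n = 4) in E11 progenitors and 10.10 ± 0.05 (SD, n = 3) in endocrine progenitors. From endocrine progenitors to E15 beta cells, 1 calcium gene fell and none rose (adjusted p = 0.93).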

A third group of modules (associated with terms like voltage-gated ion channel activity, exocytosis, synapse, and calcium ion homeostasis) was expressed initially at the Neurog3^+^ stage then maintained throughout endocrine cell development (Group III; Figure 2). Thus, consistent with the clustering pattern of endocrine cells, we identified many gene sets that were shared between alpha and beta cells.

Next, we sought to identify distinguishing gene sets and signatures between alpha and beta cells. 

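Between adult beta and adult alpha cells, 5538 probes differed, 3539 of them higher in beta cells, and 4604 had no overlap between the arrays of the cell types. The chance share of 1.59% holds for unselected probes and is no reference for these. Requiring values above 100 in at least 24 arrays, a filter chosen after the data were seen, left 3670 probes that differed. Of 21 cell adhesion genes, 13 were higher in adult beta cells and 1 in alpha cells (adjusted p = 2.1e-05 from camera, and 0.037 with an estimated correlation). Of 17 calcium handling genes, 3 were higher in beta cells and 1 in alpha cells (adjusted p = 0.94). Of 16 G protein-coupled receptor genes, 6 were higher in beta cells and 1 in alpha cells (adjusted p = 0.33). Cldn8, a tight junction gene, was 7.74 higher in adult beta cells. All 17 macrophage and leukocyte markers were higher in adult beta cells (median 5.78, adjusted p = 4.8e-18, and 0.026 with an estimated correlation), and probes that follow them made up 19.2% of the probes higher in beta cells. That share is partly built in, because these probes were picked over arrays that include the adult beta cells. Acinar genes were higher for 20 of 21 (median 3.82, adjusted p = 2.1e-05, and 0.57 with an estimated correlation). Of 9 alpha cell markers, 7 were higher in alpha cells (adjusted p = 0.026 with an estimated correlation).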

Module mapping revealed that adult beta cells (compared to alpha cells) maintained dozens of distinct gene sets (linked to terms like cell adhesion, calcium ion binding, eye development and G-protein coupled receptor activity; Groups II; Figure 2). These findings are consistent with established roles of GPCRs and calcium transients in regulating adult beta-cell proliferation, maturation and physiological regulation [31]. 

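The signature of postnatal beta cells held 1070 probes (668 genes), that of adult alpha cells 930 (581 genes), that of fetal beta cells 248 (207 genes) and that of P1 alpha cells 165 (126 genes). Ucn3 led the postnatal beta signature at 6.12 above the mean of all other arrays, and the synaptic gene Olfm3 and the protease gene Fap were at the top of the adult alpha signature. Adult alpha and postnatal beta cells shared 48 probes, where independent lists would share 31.2, and fetal and postnatal beta cells shared 10 (8.33 for independent lists). P1 and adult alpha cells shared 5 (4.82 for independent lists). Each population was part of the reference of the others. With a split reference that excluded both, adult alpha and postnatal beta cells shared 327 (55.5 for independent lists), fetal and postnatal beta cells 177 (15.2) and P1 and adult alpha cells 75 (6.62). Without 1 array the P1 alpha signature fell to as few as 82 probes, and the others stayed within 1.5 times their size. All these signatures grew by more than 1.5 times with no limit on the SD. They also did with equally weighted populations and the spread within populations. Of 21 exocytosis genes 9 were in the postnatal beta signature, and of 13 beta cell maturation genes 5 were.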

Our analysis similarly revealed distinct gene signatures between differentiated alpha and beta cells (Figure S3A, S3B; Table S2). 

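Postnatal beta cells are the P15 and adult arrays here (n = 8). Cldn8, a claudin of tight junctions, measured 11.09 ± 0.69 (SD, n = 8) in them and 3.71 ± 0.63 (SD, n = 5) in adult alpha cells, a log2 difference of 7.38 (standard error 0.33, adjusted p = 9.8e-21 from limma). Gdf3, a ligand of the TGF-beta family, was higher in the beta cells by 5.45 (standard error 0.25, adjusted p = 1.9e-20). C1qb encodes a chain of complement C1q, which macrophages secrete. It was higher in the beta cells by 6.49 (standard error 0.46, adjusted p = 8.3e-15), and it is itself among the 17 macrophage and leukocyte markers, all of which were higher in the beta cells (median 3.60, adjusted p = 3.8e-12 from camera, and 0.097 with an estimated correlation). It measured 8.67 ± 1.54 (SD, n = 4) in P15 and 12.87 ± 0.30 (SD, n = 4) in adult beta cells. Fap, a membrane serine protease, was higher in adult alpha cells by 7.28 (standard error 0.32, adjusted p = 5.9e-21), at 12.49 ± 0.20 (SD, n = 5) against 5.20 ± 0.81 (SD, n = 8). Ctxn2, a small membrane protein of neurons, was higher in alpha cells by 4.46 (standard error 0.27, adjusted p = 5.7e-17), and Mctp2, a calcium-binding membrane protein, by 4.47 (standard error 0.27, adjusted p = 6.1e-17). Cldn8, Gdf3 and C1qb in the alpha cells and Fap and Mctp2 in the beta cells lay below the level of 100 on the linear scale, so the sizes of these 5 differences are not exact. Of 13 beta cell maturation genes 10 were higher in beta cells (adjusted p = 2.4e-09, and 0.043 with an estimated correlation), and of 9 alpha cell markers 7 were higher in alpha cells (adjusted p = 1.1e-06, and 0.048 with an estimated correlation). Of 21 acinar genes 20 were higher in beta cells (adjusted p = 2.9e-04, and 0.61 with an estimated correlation).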

Differentially expressed genes enriched in postnatal beta cells included *Cldn8*, *C1qb*, and *Gdf3*, while *Fap*, *Ctxn2*, and *Mctp2* were highly expressed in adult alpha cells (Figure S4; Table S4). Collectively, this work provides a useful resource for exploring gene regulation and development of islet beta and alpha cells (see below).

### Iterative module network analysis (IMNA) identifies regulators of pancreas development

After obtaining genes and gene sets that were differentially expressed during pancreas development, we sought to identify the regulatory logic governing their expression. Mutations in loci encoding transcription factors constitute an important group of risk factors for diabetes mellitus and pancreatic malformations in humans [32] [33]. Thus, we focused on identifying regulatory networks governed by transcription factors. To do this we adapted the module network function in Genomica, a probabilistic algorithm that groups genes based on co-expression patterns (modules) and predicts the regulators that might control such gene co-expression (Figure 3A; [34] [35]). To identify regulators, we first analyzed 1642 genes expressed in the developing pancreas that encode transcription factors (TF) or DNA-binding factors [36] [37] [38]. We optimized our parameters with a ‘training’ set of 82 established pancreatic regulators (Methods; [9]). Because Genomica is constrained to choose one group of regulators per gene set - a recognized limitation [39] - we employed an Iterative Module Network Analysis (IMNA) approach, in which we identified candidate regulators after multiple iterations (‘runs’) of the module network program. We then systematically varied the number of modules and runs (Figure 3B; Figure S5; Methods), and found that 100 iterations of 75 modules identified 99% (81/82) of established transcriptional regulators of pancreas development that included *Neurog3*, *Arx*, *Glis3*, *Pdx1*, *Isl1*, *Fev* and *Myt1* (Figure 3D; Table S5). 

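The 5 of these regulators whose probes carry a single gene name differed in where they were expressed. Neurog3 measured 13.40 ± 0.05 (SD, n = 3) on the log2 scale in endocrine progenitors, 5.18 above the mean of the other 11 populations (standard error 0.27, adjusted p = 2.8e-18 from limma), and 11.68 ± 0.28 (SD, n = 3) in E15 progenitors. Myt1, a zinc finger factor of endocrine differentiation, was 2.70 higher in endocrine progenitors (standard error 0.21, adjusted p = 1.6e-13), and Isl1, a factor needed for islet cell maturation, was 2.19 higher (standard error 0.34, adjusted p = 2.1e-06). Both stayed high in every beta and alpha cell population. Glis3, a factor linked to neonatal diabetes, was highest in duct cells, 1.57 above the other populations (standard error 0.12, adjusted p = 6.7e-15). It was 2.20 below them in acinar cells (standard error 0.13, adjusted p = 4.2e-17). Pdx1 was lowest in adult alpha and duct cells, at 8.32 ± 0.40 (SD, n = 5) and 8.29 ± 0.45 (SD, n = 4). In the paper's Table S5, which holds 1262 regulators, Pdx1 has a frequency of 326, Isl1 of 194, Neurog3 of 138, Glis3 of 137 and Myt1 of 103, summed over networks. The networks themselves were not rebuilt here.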

The quality of predictions did not improve with more iterations or modules (Methods). To determine the validity of our outputs, we ranked candidate regulators based on their frequency of occurrence across all iterations (Figure 3D) and performed Gene Set Enrichment Analysis on these ranked regulators (GSEA; Figure 3C; [40]). This analysis revealed that established pancreatic regulators ranked significantly higher in the list indicating that the top-ranked predictions were likely to be true regulators (Figure 3C, 3D; Table S5). 

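Bcl11a was expressed from E11 onward in progenitors and declined along the beta cell lineage. It measured 9.35 ± 0.16 (SD, n = 4) on the log2 scale in E11 progenitors, 9.88 ± 0.30 (SD, n = 3) in E15 progenitors, 8.39 ± 0.30 (SD, n = 4) in E15 beta cells and 7.05 ± 0.30 (SD, n = 4) in adult beta cells. Alpha cells kept it, at 9.72 ± 0.07 (SD, n = 4) in P1 and 10.19 ± 0.55 (SD, n = 5) in adult cells, and adult alpha cells exceeded postnatal beta cells by 3.12 (standard error 0.23, adjusted p = 1.9e-14 from limma). In the paper's Table S5 it has a frequency of 587, the rank 5 of 1262 regulators, and appears in 100 networks.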

One highly-ranked candidate regulator was *Bcl11a*, a gene previously linked by human GWAS studies to increased type 2 diabetes (T2D) risk [41] [42] [43]. Of 26 loci encoding DNA-binding factors that have been linked to diabetes risk, we found that 22 (85%, *P* = 1.38×10^−8^) were expressed in the developing pancreas, and 21 of these were highly ranked by IMNA as possible regulators (Figure 3E, 3F). This provided unique evidence for roles of these diabetes risk genes in regulating pancreas development and led us to establish analytic methods to identify and prioritize transcriptional regulators for further in vivo testing (see below).

**Figure 3:**
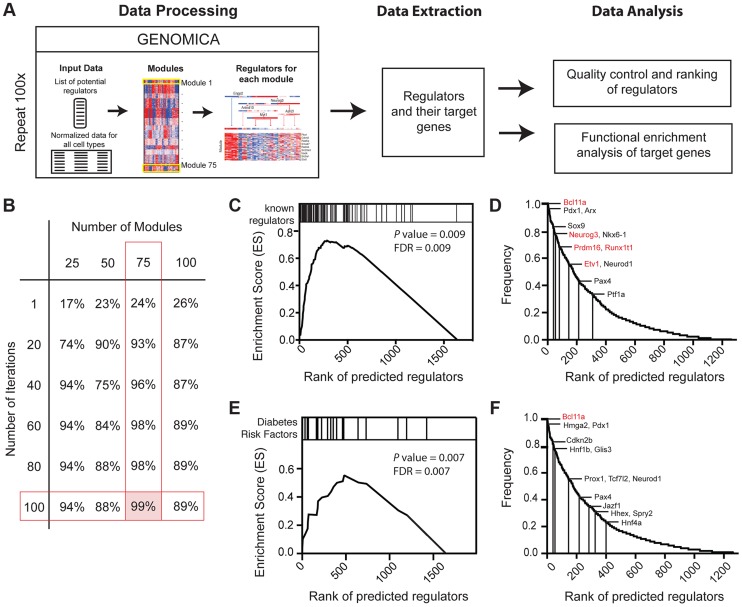
Expression-based identification of pancreatic regulators. (A) Schematic of approach used to identify regulators of pancreas development, their targets, and their predicted biological functions using the module network algorithm of Genomica. To identify regulators two lists are loaded into the program: 1) a list of potential regulators and 2) normalized expression values of samples. Genes with similar expression patterns are grouped (termed a module). Regulators that are most predictive of a specific module expression pattern are learned. Output information includes a list of regulators and their potential targets. Functional enrichment analysis is used to predict the biological function of each regulator (see Methods for details). An example of module-network analysis nominating Neurog3 as a candidate regulator of endocrine development is shown along with its potential targets. (B) Optimal number of modules and iterations were determined by calculating the percentage of known regulators of pancreas development for each module and iteration combination. (C) Gene set enrichment analysis (GSEA) for 100 iterations of 75 modules yielded an enrichment score greater than >0.5 when known regulators were used. Distribution of known regulators based on their rank is displayed on the top panel. (D) Ranking of candidate regulators based on their frequency. Among the most reproducible candidates included known pancreas regulators such as *Pdx1* and *Neurog3* (red font) and candidate regulators validated in subsequent analysis (red font). (E) GSEA plot for the distribution of diabetes risk factors among list of predicted regulators. (F) Ranking of diabetes risk factors based on their frequency score. Validated GWAS genes include Bcl11a (red). (D and F) A frequency of 1.0 means that the candidate regulator appeared in 100% of the iterations performed.

*Neurog3* encodes a bHLH transcription factor with essential roles in the endocrine pancreas [44], and there is intensive interest in identifying downstream targets and functions of *Neurog3* during pancreas development. Genomica module network analysis identified sets of candidate *Neurog3* target genes and further predicted these to be activated (n = 327) or repressed (n = 263) by Neurog3 (Figure 4A; Figure S6A; see Methods). Genes predicted to be induced by Neurog3 included known targets such as *Pax4*, *Rfx6*, *Nkx2.2*, *Snail2* and *Insm1*, as well as novel candidates like *Etv1* and *Runx1t1* (Figure 4A). We did not detect known regulators of pancreas development among the set of genes predicted to be repressed by Neurog3, an area not previously well-characterized [9]; thus, we prioritized analysis of the gene set predicted to be activated by Neurog3. Functional enrichment analysis for biological processes through DAVID (Figure 4E) predicted roles for these Neurog3 targets in processes including RNA biosynthesis and transcription, protein transport, localization and secretion, catabolic processes, cell cycle control and chromatin organization. These functional categories were corroborated independently by in vivo testing (see below). Thus, the module network algorithm readily identified both established and previously unrecognized *Neurog3*-dependent gene regulatory programs and target genes governing pancreatic endocrine development.

**Figure 4:**
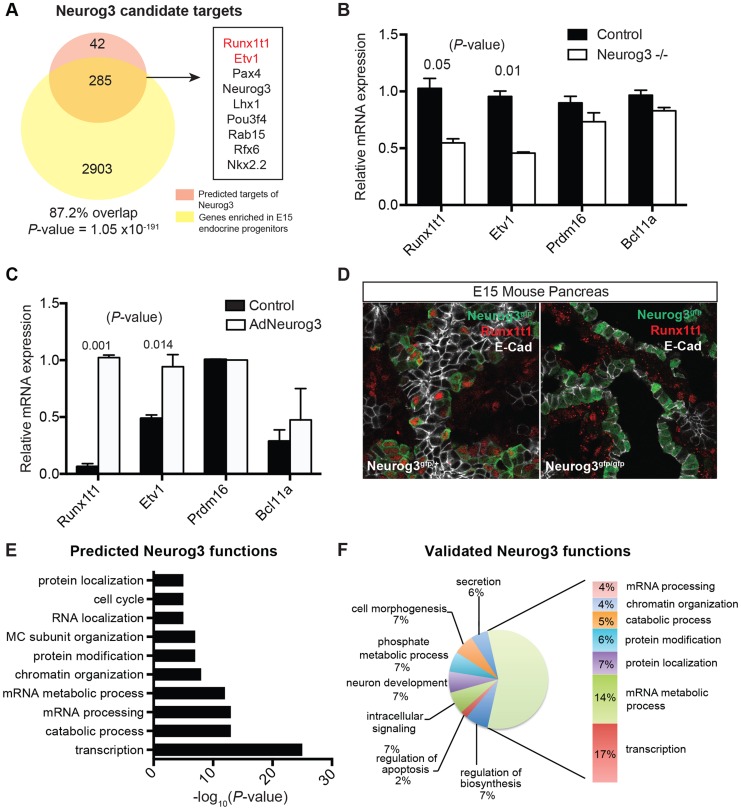
Identifying biological functions and targets of Neurog3. (A) Venn diagram displaying the number of predicted activated targets of Neurog3 using the module network algorithm of Genomica based on a cut-off value of two-fold (orange), and the number of genes that are downregulated upon the loss of Neurog3 by a two-fold difference based on expression profiling of E15 *Neurog3*-null cells (yellow). Overlap of a subset of activated Neurog3 target genes is shown to the right. Validated targets are in red. Fisher's exact test was used to calculate the *P*-value. (B) mRNA expression of a subset of nominated regulators (*Etv1*, *Prdm16*, *Runxt1t1*, and *Bcl11a*) in *Neurog3* mutant pancreata (n = 3) and control mice (n = 3) at E15. (C) Adeno-based overexpression of Neurog3 in ductal cell line (mPAC) and its effect on *Runx1t1*, *Bcl11a*, *Etv1*, and *Prdm16* expression. (n = 3,each). (D) Immunohistochemistry showing the expression of Runx1t1 (red) in a subset of Neurog3-eGFP^+^ cells in heterozygous Neurog3^eGFP/+^ (left panel). Loss of Runx1t1 (red) in the epithelium of *Neurog3*-null pancreas (right panel). No change in expression of Runx1t1 (red) in mesenchymal cells in *Neurog3*-null pancreas. Epithelial cells are labeled with E-cadherin (white). (E) Genomica-based predicted biological functions of Neurog3 based on the target genes that were positively correlated with the expression of Neurog3. (F) Biological functions of targets based on expression profiling of Neurog3^+^ endocrine progenitor cells and E15 *Neurog3*-null cells based on a 2-fold difference. (B–C) data are represented as mean +/− SEM. (D–E) functional enrichment analysis for each set of targets genes was performed through DAVID. FDR<0.05.

### *In vivo* validation of genes regulated by *Neurog3*

To validate predictions from IMNA, we initially focused on analyzing gene expression changes associated with the loss of Neurog3 in vivo. 

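Neurog3-null cells were profiled on 4 arrays and set against the 3 arrays of E15 Neurog3+ endocrine progenitors. Both were sorted as GFP+ cells, the null cells from embryos in which GFP replaces both copies of Neurog3. By the methods, endocrine progenitors came from Neurog3 eGFP transgenic mice and null cells from a separate knock-in reporter line. Reporter line and genotype thus change together, and this comparison cannot tell their effects apart. That the arrays were normalized together with those of the other populations was inferred from the values, not stated. Array medians lay between 6.65 and 6.75. Neurog3 itself measured 13.40 ± 0.05 (SD, n = 3) on the log2 scale in endocrine progenitors and 10.57 ± 0.32 (SD, n = 4) in null cells, a drop of 2.83 (standard error 0.35, adjusted p = 9.8e-09 from limma). The 2 probes of Neurog3 may lie outside the part that GFP replaces, so this does not check the genotype. The cells also differed in markers of other cell types. All 17 macrophage and leukocyte markers were higher in null cells (median 5.88, adjusted p = 3.1e-11 from camera, and 0.051 with an estimated correlation), with list means of 11.53 ± 0.37 (SD, n = 4) and 6.16 ± 0.12 (SD, n = 3). Ptprc rose by 7.18 (standard error 0.51, adjusted p = 6.8e-15) to 10.66 ± 0.50 (SD, n = 4). Csf1r, the receptor of a macrophage growth factor, was the most abundant of the list, at 13.48 ± 0.37 (SD, n = 4). Acinar genes were higher for 14 of 21 (median 2.57, adjusted p = 0.018, and 0.67 with an estimated correlation).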

We purified *Neurog3*-null cells from the pancreata of E15 Neurog3^eGFP/eGFP^ mutant embryos [45] [46], an approach not previously reported [47] [48] [49]. 

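Between endocrine progenitors and Neurog3-null cells, 9968 of 32078 probes differed at an adjusted p under 0.05 from limma and at least 2-fold. In null cells 5250 were lower and 4718 higher, which is 6082 genes with a single name, 3036 of them lower and 3081 higher. Genes with probes called in both directions count as lower and as higher. In 9684 of the called probes the arrays of the groups did not overlap. By chance 5.71% of unselected probes do so with 3 arrays against 4, which is no reference for called ones. Neurod1, a direct target of Neurog3, fell by 8.20 on the log2 scale (standard error 0.30, adjusted p = 9.6e-24), Isl1 by 7.86 (standard error 0.43, adjusted p = 3.7e-18) and Myt1 by 7.06 (standard error 0.27, adjusted p = 2.3e-23). All 8 islet hormone genes were lower (median 5.85, adjusted p = 8.4e-09 from camera, and 4.3e-04 with an estimated correlation), among them Gcg by 7.09 and Ghrl by 6.41. The size for Gcg is not exact if its level in endocrine progenitors saturates the probe. Bhlha15, an acinar cell factor, was higher in null cells by 3.20 (standard error 0.40, adjusted p = 1.6e-08), and Cxcl2, a chemokine of myeloid cells, by 7.27 (standard error 0.59, adjusted p = 3.5e-13). Among the probes higher in null cells, 12.6% follow the macrophage markers over the wild-type arrays, against 2.5% of all probes tested.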

Of the 6367 differentially expressed, 3188 were downregulated and 3179 were upregulated by the loss of Neurog3 expression (Table S6). These included both known targets such as *Pax4*, *Rfx6*, *Nkx2.2*, *Snail2* and *Insm1*, as well as predicted novel targets such as *Etv1* and *Runx1t1* (Figure 4A). 

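Pax4, which steers progenitors toward the beta cell fate, measured 12.79 ± 0.06 (SD, n = 3) on the log2 scale in endocrine progenitors and 6.30 ± 0.39 (SD, n = 4) in null cells. It was 6.48 lower in null cells (standard error 0.22, adjusted p = 7.4e-25 from limma). Nkx2-2, a factor of beta cell specification, was lower by 4.41 (standard error 0.31, adjusted p = 6.8e-15), at 12.71 ± 0.01 (SD, n = 3) and 8.29 ± 0.38 (SD, n = 4). Insm1, a zinc finger factor needed for endocrine differentiation, was lower by 4.96 (standard error 0.26, adjusted p = 8.9e-19), with 2 of 2 probes past the test. Runx1t1, a corepressor, was lower by 4.03 (standard error 0.38, adjusted p = 1.9e-11), at 12.95 ± 0.28 (SD, n = 3) and 8.93 ± 0.56 (SD, n = 4), and all 5 of its probes passed. Snai2, a repressor of epithelial genes, measured 8.77 ± 0.26 (SD, n = 3) and 8.27 ± 0.49 (SD, n = 4) at its brightest probe, a difference of 0.50 that did not pass (standard error 0.28, adjusted p = 0.12), while 1 of its 2 probes did. Of 17 endocrine transcription factors all were lower in null cells (median 4.96, adjusted p = 1.0e-17 from camera, and 2.6e-06 with an estimated correlation). Probes for Rfx6 and Etv1 carry no single gene name in the platform table. The paper lists Pax4, Nkx2-2, Snai2 and Insm1 as known targets of Neurog3 and Runx1t1 as a predicted one.

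**Figure D3:**
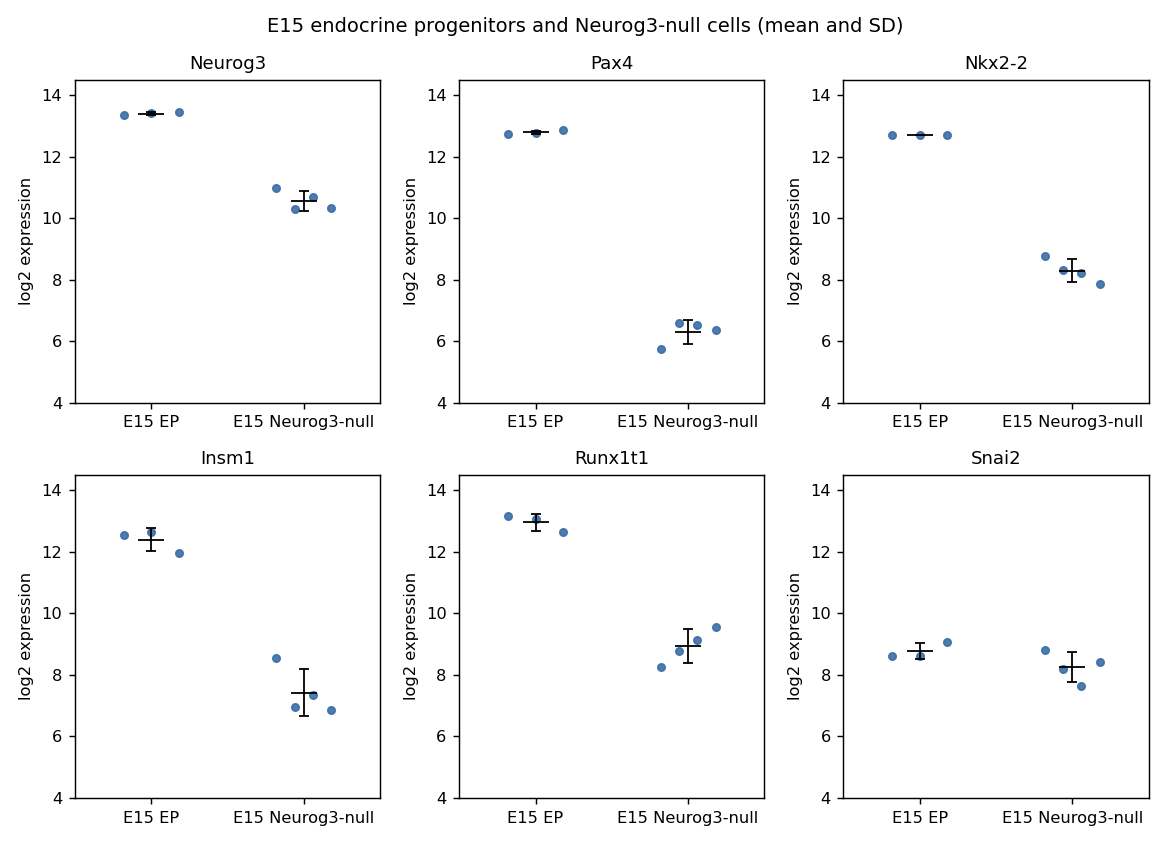
Log2 expression of 6 genes in each of the 3 arrays of E15 endocrine progenitors (E15 EP) and the 4 arrays of E15 Neurog3-null cells, with the mean and SD as lines. Pax4 averages 12.79 in endocrine progenitors and 6.30 in null cells.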

Expression analysis of dissected mouse fetal pancreas by quantitative PCR confirmed that *Runx1t1* and *Etv1* mRNA were significantly decreased upon the loss of *Neurog3* (Figure 4B) and upregulated upon adenoviral misexpression of Neurog3 in pancreatic epithelial cells (Figure 4C; detailed in Methods). Moreover, immunostaining detected Runx1t1 protein in a subset of pancreatic Neurog3^+^ cells at E15, which was lost in *Neurog3*-null epithelium (Figure 4D).

Remarkably, 87% of genes predicted by IMNA to be activated by Neurog3 (Figure 5A; *P* = 1.05×10^−191^) and 73% of targets predicted to be repressed by Neurog3 (Figure S6A; *P* = 7.02×10^−102^) were validated by our expression profiling of *Neurog3* ^+^ control and mutant *Neurog3*-null cells. Functional enrichment analysis of Neurog3-activated targets identified by expression profiling indicated roles in transcription, mRNA processing, protein transport and secretion, cell morphogenesis, catabolic processes and chromatin organization (Figure 4F). These categories matched well with those predicted by our independent module network analysis (Figure 4E). Similarly, functional enrichment analysis of biological roles of predicted Neurog3-repressed targets matched those identified by expression profiling (compare Figure S6B, S6C). 

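All 14 genes of the secretory granule list were lower in null cells (median 5.00, adjusted p = 2.7e-15 from camera, and 5.0e-04 with an estimated correlation). Of 21 exocytosis and synapse genes 15 were lower and 1 higher (median 2.10, adjusted p = 4.8e-11, and 8.0e-05 with an estimated correlation), with Cadps, which primes secretory vesicles, 7.15 lower and the synaptotagmin gene Syt13 6.67 lower. Of 16 channel genes 11 were lower and 1 higher (adjusted p = 3.5e-07, and 9.4e-04 with an estimated correlation), of 17 calcium genes 5 lower and 1 higher (adjusted p = 0.0066, and 0.049 with an estimated correlation), and of 16 G protein-coupled receptor genes 7 lower (adjusted p = 0.0011, and 0.032 with an estimated correlation). Of 28 chromatin genes, 13 were lower in null cells and 2 higher (median 0.97, adjusted p = 2.3e-05, and 0.045 with an estimated correlation). Chd7, a chromatin remodeler, was 2.72 lower and the demethylase gene Kdm5b 2.25 lower. Of 28 mRNA processing genes 2 were lower, the splicing factor gene Hnrnph1 by 1.89 and the kinase gene Clk1 by 1.11 (median 0.29, adjusted p = 0.035, and 0.44 with an estimated correlation). Cell cycle genes ran the other way: 31 of 39 were higher in null cells (median 1.55, adjusted p = 4.3e-09, and 0.11 with an estimated correlation), as were 10 of 15 angiogenesis genes (adjusted p = 0.0066, and 0.26 with an estimated correlation) and 8 of 12 endothelial markers (adjusted p = 0.012, and 0.49 with an estimated correlation). Of 9 alpha cell markers 6 were lower (adjusted p = 0.035 with an estimated correlation), of 7 markers of other islet cells 5 (adjusted p = 6.6e-04, and 0.051 with an estimated correlation), and of 13 beta cell maturation genes 7 with 2 higher (adjusted p = 5.8e-04, and 0.11 with an estimated correlation). No shift passed for the early pancreas transcription factors (4 of 15 higher and 6 lower), branching morphogenesis (2 of 21 higher and 4 lower), duct markers (7 of 16 higher and 1 lower), adhesion (6 of 21 higher and 3 lower), mesenchyme (3 of 12 lower, and 2 over the list alone), erythroid markers (4 of 6 higher and 1 lower) or immediate-early genes (2 of 13 higher and 1 lower, and 1 each over the list alone). None of 9 ribosomal protein genes and 5 Schwann cell markers differed.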

In summary, this in vivo mutant mouse analysis substantially validated specific predictions made by IMNA about Neurog3 target genes and their *Neurog3*-dependent biological functions.

**Figure 5:**
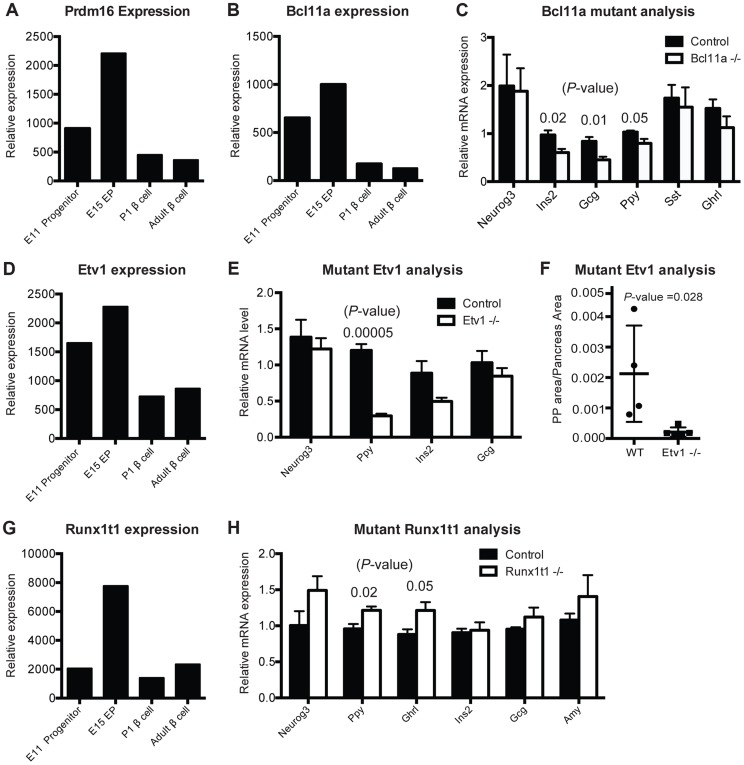
Gene-module network reveals candidate pancreas regulators. (A) Normalized expression values of Prdm16 in sorted cells. (B) Normalized expression values of Bcl11a from purified cell populations. (C) Relative mRNA expression in Bcl11a mutant mice (n = 4) and control mice (n = 4) in sorted cells enriched for endocrine cells at E15. (D) Normalized expression values for Etv1 from purified cell populations. (E) Relative mRNA expression of pancreatic markers in Etv1 mutant (n = 4) and control (n = 4) pancreata at E18. (F) Cell mass changes in PP cells in Etv1 mutant mice at birth (n = 3). (G) Normalized expression values for Runx1t1 from purified cell populations. (H) Relative gene expression in Runx1t1 mutant mice (n = 4) and controls (n = 4) at E18 from whole pancreata. In (B–G), data are represented as mean +/− SEM. In (C), (E), (H) expression levels were normalized to *beta-actin* and results are shown relative to littermate controls, (A), (B), (D), (G) represent raw values obtained from microarray analysis.

### Functional validation of previously unrecognized pancreas developmental regulators *in vivo*

To assess and validate candidate transcriptional regulators nominated by IMNA, we chose to assess in vivo functions of genes (1) highly ranked by IMNA (Table S5), (2) predicted to regulate target genes or functions involved in pancreas development (Figure S7), (3) without known roles in pancreas development at the initiation of these studies, and (4) with available mutant mouse alleles [50] [51] [52] [53]. These included *Prdm16*, *Etv1*, *Runx1t1*, and *Bcl11a* (Table S5). During pancreas development, mRNAs encoding each of these factors were more abundant in Neurog3^+^ endocrine progenitors than in Sox9^+^ pancreatic progenitors or beta cells (Figure 5A, 5B, 5D, 5G). This suggested possible roles for each factor in islet development. 

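Runx1t1 was highest in endocrine progenitors. It exceeded E11 progenitors by 1.91 on the log2 scale (standard error 0.38, adjusted p = 9.7e-05 from limma) and E15 progenitors by 4.20 (standard error 0.41, adjusted p = 6.3e-11), with 5 of 5 probes past the test in both. Against beta cells it was higher by 2.46 at P1 (standard error 0.41, adjusted p = 5.3e-06) and by 1.71 in adults (standard error 0.38, adjusted p = 2.5e-04). Its difference from E15 beta cells of 0.57 did not pass (standard error 0.38, adjusted p = 0.32), while 1 of its 5 probes did. Bcl11a, at 10.03 ± 0.19 (SD, n = 3) in endocrine progenitors, was higher than in E15 beta cells by 1.64 (standard error 0.30, adjusted p = 8.0e-05) and than in P1 beta cells by 2.57 (standard error 0.33, adjusted p = 2.7e-08). Its differences of 0.68 from E11 and 0.14 from E15 progenitors did not pass (adjusted p = 0.079 and 0.79), with none of its 6 probes past the test. The other 5 probes were lower in endocrine than in E15 progenitors, from -0.03 to -0.72, and 2 of them were lower than in E11 progenitors. Prdm16 is reported with its own section. Of the 21 differences of these 3 genes from progenitors and beta cells, 15 passed, and as many did with the replicate number as a block, with quantile normalization again and without each array in turn. Probes for Etv1 carry no single gene name in the platform table. The paper proposes a role in islet development for each factor from these levels.

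**Figure D4:**
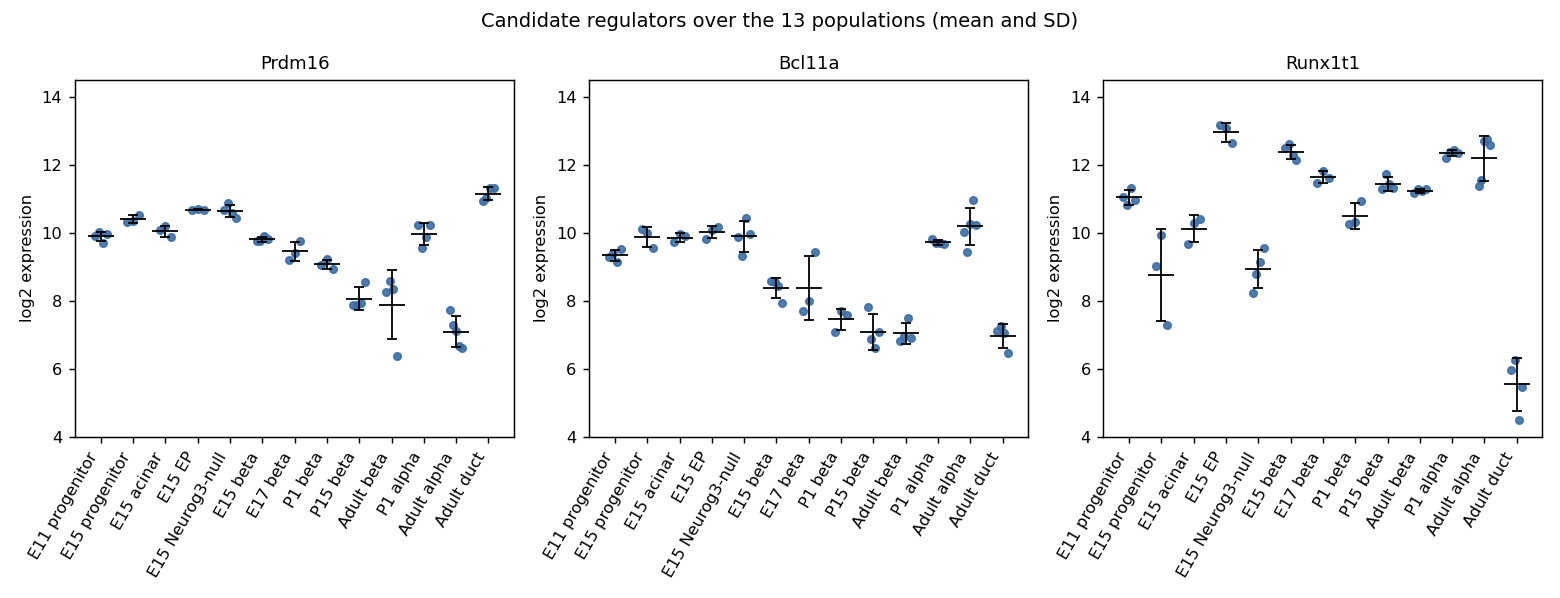
Log2 expression of Prdm16, Bcl11a and Runx1t1 in each array of the 13 populations, with the mean and SD of each population as lines (EP, endocrine progenitors). Runx1t1 averages 12.95 in endocrine progenitors, and Bcl11a averages 10.19 in adult alpha cells.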

We also analyzed *Gfi*, a transcriptional regulator expressed in the fetal pancreas (Figure S8E–G), which has an established role in hematopoietic development [54] [55], but *not* nominated by IMNA as a regulator of pancreas development.

*Prdm16* encodes a transcriptional regulator and histone methyltransferase [56]. Our gene expression studies showed that *Prdm16* is highly expressed in Sox9^+^ pancreatic progenitor cells and Neurog3^+^ endocrine progenitors, then maintained at lower levels in alpha cells and beta cells (Figure 5A). 

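Prdm16 encodes a zinc finger regulator that also drives brown fat differentiation. It measured 9.90 ± 0.14 (SD, n = 4) on the log2 scale in E11 progenitors, 10.40 ± 0.12 (SD, n = 3) in E15 progenitors and 10.68 ± 0.02 (SD, n = 3) in endocrine progenitors. The differences between endocrine progenitors and these stages, 0.78 and 0.28, did not reach 2-fold (standard error 0.29 and 0.30, adjusted p = 0.029 and 0.53 from limma). Of the 4 probes, 1 passed as higher than in E11 progenitors, by 1.25. Endocrine progenitors exceeded E17 beta cells by 1.22 (standard error 0.30, adjusted p = 0.0016), P1 beta cells by 1.61 (standard error 0.30, adjusted p = 4.4e-05) and adult beta cells by 2.78 (standard error 0.29, adjusted p = 1.3e-10), with 4 of 4 probes past the test in each. E15 beta cells, at 9.81 ± 0.07 (SD, n = 4), were less than 2-fold lower. P1 alpha cells had 9.98 ± 0.33 (SD, n = 4), less than 2-fold lower, while 3 of the 4 probes passed as lower there, and adult alpha cells fell to 7.10 ± 0.45 (SD, n = 5), which is 3.58 below endocrine progenitors (standard error 0.27, adjusted p = 4.3e-14). The highest level was in adult duct cells, at 11.16 ± 0.20 (SD, n = 4). Against Neurog3-null cells the difference at this probe was 0.04 (standard error 0.29, adjusted p = 0.93), while 2 of the 4 probes passed as higher in endocrine progenitors.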

IMNA predicted that *Prdm16* regulates expression of *Arx* (Figure S7A). Supporting these findings, we recently reported that homozygous null mutation of *Prdm16* leads to impaired development of pancreatic islets [17]. This included inappropriately increased expression of *Arx*, increased alpha cell and PP cell numbers (a known outcome of *Arx* misexpression; [57]), and disrupted beta cell development [17]. Thus, our work supports the prediction that *Prdm16* is required for pancreas development in vivo.

*Bcl11a* encodes a zinc-finger transcription factor involved in hematopoiesis [53] but without known roles in pancreas development. IMNA nominated Bcl11a as a candidate regulator of pancreas development, and predicted new target genes *Ins2*, *Glucagon* and *Ppy* (Figure S7B). Remarkably, we observed reduced mRNA expression of each of these genes in FACS-purified endocrine cells from homozygous null mutant *Bcl11a* ^−/−^ mice (Figure 5C). We did not find significant changes in allocation of fetal islet cell subsets in *Bcl11a* mutants (Figure S8C), and lethality at P1 precluded further phenotyping. Thus, in vivo analysis confirmed a requirement for *Bcl11a* in endocrine development.

*Etv1* (also known as Er81) encodes a transcription factor involved in neurogenesis and maturation of neural cells [50], but has no known function in pancreas development. *Etv1* mRNA levels were reduced in *Neurog3* ^eGFP/eGFP^ null pancreata (Figure 4B), indicating that *Etv1* is a direct or indirect target of Neurog3 and might have roles in islet cell development. Consistent with this possibility, we observed decreased levels of mRNAs encoding islet cell hormones, including a significant reduction of *Pancreatic polypeptide* mRNA in *Etv1* ^−/−^ mutant pancreas (Figure 5E). Likewise, morphometry of P1 null *Etv1* ^−/−^ pancreas revealed severely reduced islet PP cell mass (Figure 5F). Thus, in vivo analysis confirmed a requirement for *Etv1* in pancreatic islet development.

*Runx1t1* (also called *Eto* or *Mtg8*; [51]) encodes a transcription factor related to the *Drosophila* runt protein, and mutations in this gene have been linked to blood, lung and breast neoplasia [58] [59]. We detected Runx1t1 and Neurog3 co-expression in fetal pancreatic epithelial cells (Figure 4D). *Runx1t1* mRNA was reduced in homozygous *Neurog3* mutant pancreas (Figure 4B), and Runx1t1 protein was undetectable in homozygous null *Neurog3* ^eGFP/eGFP^ mutant cells (Figure 4D), supporting the view that Neurog3 regulates *Runx1t1* expression. IMNA analysis indicated *Runx1t1* regulates *Pancreatic polypeptide* (Figure S7D). Analysis of pancreas development in mice lacking *Runx1t1*, which expire at birth, revealed increased mRNA levels of *Pancreatic polypeptide* and *Ghrelin* expression (Figure 5H). Together with findings of significant islet cell hyperplasia in *Runx1t1* null mutants (P. Pauerstein, C.B. and S.K.K., in preparation), our analysis confirmed an essential role for *Runx1t1* in pancreas development.

*Gfi1* encodes a transcriptional regulator [60] and is expressed in fetal pancreas (Figure S8E) but was not nominated by IMNA as a regulator of pancreas development. 

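Gfi1 was most abundant in E15 acinar cells, at 10.72 ± 0.09 (SD, n = 3) on the log2 scale. Endocrine progenitors measured 5.98 ± 0.88 (SD, n = 3), below the level of 100 on the linear scale, and lay 4.75 below acinar cells (standard error 0.49, adjusted p = 1.9e-10 from limma). E15 progenitors averaged 8.04 ± 1.33 (SD, n = 3), 2.06 above endocrine progenitors (standard error 0.49, adjusted p = 9.1e-04). Neurog3-null cells averaged 9.14 ± 0.68 (SD, n = 4), 3.17 above them (standard error 0.46, adjusted p = 3.0e-07). E15 beta cells, at 6.07 ± 0.31 (SD, n = 4), were below the level of 100 too (adjusted p = 0.93 against endocrine progenitors). Differences from populations below that level are not exact in size. Its 1 probe exceeded 100 in 11 of the 48 arrays, and the gene is absent from the paper's Table S5.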

Consistent with this prediction, we did not detect disrupted islet development or glucose regulation in mice lacking Gfi1, despite exhaustive systematic phenotyping (Figure S8F, S8G). Thus, our rigorous integration of developmental, genomic and bioinformatic approaches identified four candidate regulators of pancreas development, and mutant mouse analysis confirmed that all four were also required in vivo.

## Discussion

Elucidating the regulatory interactions underlying global transcriptional programs that control development of solid organs like the pancreas has been a challenge. Classical and recent studies have advanced our understanding of the cellular origins, genetics, morphogenesis, and cell lineage relationships in the developing pancreas, and have identified features of transient pancreatic progenitors or lineage-specific endocrine progenitors [8]. However these and other fetal pancreatic cell subsets are generated in relatively small numbers, hampering prior comprehensive genomic-scale efforts to dissect pancreas development. Here we combined several powerful approaches – including cell sorting, transgenic cell labeling, genomic-scale expression profiling, bioinformatics, and targeted mutagenesis in mice – to identify elements comprising genetic regulatory hierarchies in the developing pancreas. This effort has revealed both the complexity and structural framework of transcriptional programs underlying pancreas cell differentiation and maturation, and provides a strategy for similar studies in other solid organs.

Purification of cell subsets from defined genetic mouse strains by flow cytometry ([16] [17], this study) generated highly-reproducible gene expression profiles of a dozen pancreatic cell subsets – a degree of comprehensiveness unprecedented in prior studies. This innovation permitted deconvolution of gene expression profiles into co-expressed and co-regulated genes. We found that many gene sets were re-used in multiple lineages and stages. These findings are reminiscent of the general gene regulatory circuitry identified during hematopoiesis [10]. For example, immature alpha cell and beta cells from fetal or neonatal pancreas shared common gene sets that clustered distinctly from those in mature alpha and beta cells from adult pancreas. This feature likely reflects commonalities of mature alpha and beta cells as nutrient-responsive cells that produce, process and secrete polypeptide hormones, and corroborate similarities of gene regulation observed in adult human alpha and beta cells [61]. 

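From P1 to adult alpha cells, 13 of 21 adhesion genes fell and 1 rose (adjusted p = 4.5e-06 from camera, and 0.034 with an estimated correlation), and 13 of 15 angiogenesis genes fell (adjusted p = 8.7e-08, and 0.034 with an estimated correlation). From fetal to postnatal beta cells 12 of 15 angiogenesis genes fell (adjusted p = 8.6e-06, and 0.10 with an estimated correlation), while 5 of 13 beta cell maturation genes rose (adjusted p = 0.0016, and 0.21 with an estimated correlation). The angiotensin receptor gene Agtr2 fell in beta cells by 7.05 (standard error 0.26, adjusted p = 1.3e-23 from limma), and the collagen gene Col3a1 fell in alpha cells by 8.46. The mesenchyme markers fell alongside, with a median of 4.48 in beta cells (adjusted p = 1.6e-08, and 0.10 with an estimated correlation). In 6627 probes the change from P1 to adult differed between alpha and beta cells, as tested by the interaction. For all 17 macrophage markers the change in beta cells lay above that in alpha cells (median 3.34, adjusted p = 2.0e-08, and 0.23 with an estimated correlation), as their mean fell from 7.87 to 5.87 in alpha cells and rose from 10.09 to 11.44 in beta cells. The ion exchanger gene Slc26a3 (8.14) rose from 4.75 to 11.60 in beta cells, and Cldn8 (7.79) rose from 8.68 to 11.46 in beta cells and fell from 8.73 to 3.71 in alpha cells. Fap (5.12) fell from 10.37 to 5.51 in beta cells, with 12.22 and 12.49 in alpha cells.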

Global similarities of gene expression in adult alpha and beta cells shown here are also consistent with recent findings that in specific experimental settings, adult alpha cells may acquire beta cell features [62] [63] or vice-versa [64]. Identification of gene sets controlling function of mature beta cells may foster progress in producing replacement beta cells from renewable stem cell sources for diabetic patients [65]. For example, gene sets regulating calcium ion transport or responsiveness were enriched in adult beta cells, consistent with studies showing that calcium-dependent signaling pathways regulate beta cell maturation in mice and humans [31] [66]. 

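Of 17 calcium handling and signalling genes, 5 were higher in adult beta cells than in the mean of the other 11 populations and none was lower (adjusted p = 0.026 from camera, and 0.14 with an estimated correlation). Calb1 exceeded the others by 2.99 (standard error 0.22, adjusted p = 1.1e-14 from limma), Atp2a3 by 2.17 (standard error 0.19, adjusted p = 2.0e-12) and the kinase gene Camk2b by 1.90 (standard error 0.14, adjusted p = 1.9e-14). P15 beta cells also had 5 higher (adjusted p = 0.0041, and 0.053 with an estimated correlation), and P1 alpha cells 4 (adjusted p = 0.0025, and 0.042 with an estimated correlation). Adult alpha cells had 3 higher and 1 lower (adjusted p = 0.23), with Calb1 at 5.54. From fetal to postnatal beta cells 2 rose and 2 fell (adjusted p = 0.096), and from P15 to adult beta cells none changed (adjusted p = 0.39). Counts adjusted over the list alone were the same. The paper proposes, with studies of mice and humans, that calcium signalling regulates beta cell maturation.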

Stimulation of calcium-responsive pathways, such as calcineurin/NFATc signaling, can enhance functional maturation of beta cells [31]. Thus, our reference data sets should prove useful for advancing efforts to produce or replace beta cells in diabetes.

Compared to the endocrine cell lineage or exocrine acinar cells, little is known about the genetic programs defining pancreatic exocrine duct cells [21]. 

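Mean r of adult duct cells with the fetal populations was 0.16 for E15 progenitors, 0.07 ± 0.02 (SD, n = 4 arrays) for E15 acinar cells, -0.28 ± 0.01 (SD, n = 4) for endocrine progenitors and -0.54 ± 0.02 (SD, n = 4) for E15 beta cells. Endocrine progenitors thus ranked 9 of the 11 other populations. The signature of duct cells, 2463 probes (1415 genes), held 9 of 16 duct markers (1.58 expected by its size), and Krt17 led it at 8.06. Of 17 endocrine transcription factors, 16 were lower in duct cells than in the other populations (adjusted p = 1.4e-08 from camera, and 0.0018 with an estimated correlation). Of 21 adhesion genes 11 were higher and 2 lower (adjusted p = 0.0035, and 0.15 with an estimated correlation), with Icam1, an adhesion molecule of inflamed tissue, at 5.31. All 17 macrophage markers were higher (median 4.55, adjusted p = 5.8e-10, and 0.069 with an estimated correlation), and of 13 immediate-early genes 10 were (adjusted p = 5.1e-04, and 0.36 with an estimated correlation).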

Pearson correlation identified clustering between adult ductal cells and fetal pancreatic cells, including endocrine progenitor cells. This indicated that regulatory programs maintaining adult ductal cell gene expression and fate are unexpectedly similar to those in transient oligopotent fetal cell subsets, as suggested by unsupervised clustering with 30 mouse tissues. Thus, our study provides support for strategies focused on ‘reprogramming’ duct cells into other desired fates, including insulin-producing cells [67] [23] and could accelerate use of somatic cell reprogramming for therapeutic aims.

Human genetic studies have revealed that transcription factors have major roles in the pathogenesis of pancreatic malformation, including agenesis and diabetes mellitus [32] [68]; thus, we focused here on elucidating previously unrecognized transcriptional regulators required for pancreas development. Our general strategy was to exploit co-variance of transcription factors in gene sets and the cellular states they might regulate. Iterative use of a gene expression-based probabilistic program identified known regulators with high efficiency and predicted new regulatory functions for scores of transcription factors. IMNA identified known and novel regulators of endocrine development (see below), including a subset of transcription factors previously implicated by human GWAS in type 2 diabetes risk [41], [43]. We also noted that the frequency of detecting regulators of exocrine differentiation, like *Mist1*, was lower (Table S5). This likely reflects the lower representation of gene sets from differentiated exocrine cell types (2/12 cell subsets purified and analyzed here) compared to endocrine cell subsets. Therefore, further studies of gene regulation in subsets of purified fetal pancreatic exocrine cells could therefore likely identify additional exocrine pancreatic regulators.

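Bhlha15, the gene of Mist1, measured 12.80 ± 0.05 (SD, n = 3) on the log2 scale in E15 acinar cells, 3.04 above the mean of the other 11 populations (standard error 0.32, adjusted p = 1.2e-10 from limma). It was also 1.71 higher in P15 beta cells (standard error 0.28, adjusted p = 2.0e-06) and 1.47 higher in adult beta cells (standard error 0.28, adjusted p = 2.2e-05), and it was lowest in E11 progenitors, at 7.36 ± 0.15 (SD, n = 4). In the paper's Table S5, Bhlha15 has a frequency of 227 and the rank 37 of 1262, above Isl1 at rank 49 and Neurog3 at rank 81. The progenitor and duct factors Hes1, Onecut1 and Sox9 have 32, 92 and 139. Frequencies in that table fall along the alphabet (rank correlation -0.42), which limits a comparison of genes by rank.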

To validate and assess the biological significance of predictions based on gene expression and module analysis and to control for variables introduced by our FACS-based approach, we analyzed relevant mutant mouse strains, including *Neurog3* mutants. This combined approach proved to be a powerful way to test, for example, predictions of *Neurog3* target gene expression, and to functionally validate transcriptional regulators identified by IMNA. *Bcl11a*, *Runx1t1*, *Prdm16* and *Etv1* encode transcription factors not previously linked to roles in pancreas development when these studies began. Prior studies had revealed crucial roles for *Bcl11a* in regulating blood development [69] [53] and diseases [70] [71], and for *Runx1t1* in midgut development [51] and neoplasias of blood, lung and breast [58] [59]. *Prdm16* has well characterized functions in adipogenesis [72] [73], leukemia pathogenesis [74], and neuronal stem cells maintenance [75]. *Etv1/Er81* is an established regulator of fetal neuronal development [50] whose mis-expression leads to cancer pathogenesis in diverse tissues [76]. Independent genetic screens in our group, concurrent with studies here, identified roles for *Prdm16* in regulating allocation of pancreatic islet cells in development [17].

Strikingly, after unbiased selection of these four candidate regulators, analysis of mouse strains harboring targeted mutations in *Etv1*, *Prdm16*, *Bcl11a* and *Runx1t1* here or in recent studies from our group [17] revealed defects of pancreas development in all of the mutants. Though expressed in islet development, *Gfi1*, an established regulator of myeloid and enteric development [54] [77] [78], did not meet criteria of a regulator through our bioinformatic analysis. Accordingly, intensive investigation revealed no detectable phenotypes in pancreas development or glucose control in mice lacking *Gfi1*. Thus, our integrated approach accurately predicted essential regulators of islet development, demonstrating the robustness of our cell purification and gene expression profiling. This level of functional validation with mutant mouse phenotyping is, to our knowledge, unprecedented for integrative genomic approaches to pancreas development. Clearly, additional in-depth phenotypic studies, including in mice permitting conditional or pancreas-specific gene targeting, could prove valuable for understanding the molecular roles of these factors in pancreas development. Improved methods to isolate, purify and analyze cognate human pancreatic cell subsets [79] should enable an analogous integrative approach to identify factors regulating human pancreatic development.

Endoderm-derived epithelial cells and their progeny accomplish the vital physiological functions of the adult pancreas, and in other gastrointestinal organs. Thus, in these initial investigations we focused on deciphering the transcriptional hierarchies underlying epithelial cell development in the pancreas. However, prior studies have revealed that non-epithelial cells, including vascular endothelium, neuronal cells, and mesenchyme-derived signals control basic aspects of pancreas development [7] [80]. Thus, a complete deconstruction of pancreas development will require assessments, akin to those described here, of gene expression data from additional important cell subsets. Likewise additional data from epigenetic, genome-scale ChIP-Seq, proteomics and enhancer analyses [81] need to be integrated into the regulatory frameworks described here. The coordinated developmental, cellular, molecular and computational approaches described here should provide a paradigm for identifying genes and circuitry underlying development and postnatal maturation in other visceral organs, as well as assessment of regenerated pancreatic cell types.

## Methods

### Animals

All animal studies were approved by Stanford University and performed in accordance with Stanford University Animal Care and Use guidelines. Discomfort of animals was limited to that which was unavoidable in the conduct of scientifically valuable research. Analgesic, anesthetic, and tranquilizing drugs used where indicated and where appropriate to minimize discomfort and pain.

Mice harboring the *Sox9*-eGFP BAC transgene were obtained from Mutant Mouse Regional Resource Center, University of California at Davis [82]. Because of eGFP perdurance, *Sox9*-eGFP^+^ cells in *Sox9*-eGFP mice contain a mixture of Sox9^+^ and Sox9^neg^ progeny. However, the percent of Sox9^neg^ cells is low [17]. *Neurog3* ^eGFP^ transgenic mice were a kind gift from Drs. Guoqiang Gu and Douglas Melton [13]. Neurog3 knock-in reporter mice were a kind gift from Dr. Klaus Kaestner [45] [46] and provided by Dr. O. Cleaver. Mouse Insulin Promoter (MIP)-GFP mice were a gift from Dr. M. Hara (University of Chicago, Chicago, IL; [83]) and maintained in a CD-1 background. Glucagon-Venus mice were a gift from Dr. Fiona Gribble [84]. *Runx1t1* mutant mice were rederived from MRC Harwell (Stock number FESA:000373). *Etv1* mutant mice were a gift from Dr. Thomas Jessell and provided by Dr. Julia Kaltschmidt (Memorial Sloan Kettering Institute). *Bcl11a* mutant mice were derived from Bcl11a floxed mice [53] by crossing with a Cre deleter strain (CMV-Cre), obtained from Jackson Laboratories (Stock number 006054). *Prdm16* mutant mice were obtained from Jackson Laboratories (Stock number 013100). *Gfi1* mutant mice are described in [54]. Genotyping follows published methods. Mice were mated overnight and checked for plugs. Noon on the day of vaginal plug appearance was counted as embryonic day 0.5 (E0.5).

### Cell sorting strategy and flow cytometry

Pancreata were obtained at E11, E15, E17, postnatal day (P) 1, P15, and 8–12 weeks of age. To obtain E11 Sox9^+^ pancreatic progenitors, we dissected the dorsal pancreas from *Sox9*-eGFP reporter embryos and dissociated with TrypLE Express (Invitrogen, Carlsbad, CA) at 37°C for 5 min and triturated. TrypLE was neutralized with 10% (v/v) FBS in PBS [17]. Approximately 200 pancreata were dissected to obtain four replicates of Sox9^+^ pancreatic progenitors. E15 pancreatic progenitors, Neurog3^+^ endocrine progenitors, and acinar cells were collected using a combination of cell surface markers and transgenic cell labeling. This approach was used to collect hormone^neg^ Neurog3^+^ endocrine progenitors because GFP perdurance labels their hormone^+^ descendants. Briefly, the Neurog3^eGFP^ transgenic pancreata were dissected and visually assessed for GFP expression. GFP^+^ pancreata were pooled and dissociated with 0.05% Trypsin EDTA at 37°C for 8 min and triturated (GFP^neg^ pancreata were collected for FACS gating purposes). Trypsin EDTA was neutralized with 10%(v/v) FBS in 10 mM EGTA, PBS [16] and the cells were treated for 15 min in a blocking solution composed of FACS buffer (2% fetal bovine serum in PBS, 10 mM EGTA was supplemented for experiments of E15 pancreas) containing 300 ng/ml rat IgG (Jackson ImmunoResearch, West Grove, PA). We used the following primary antibodies: biotin anti-CD133 (13A4, 1∶100; eBioscience, San Diego, CA), Pacific Blue anti-CD24 (M1/69, 1∶100; BioLegend, San Diego, CA), and PE anti-CD49f (GoH3, 1∶50; R&D, Minneapolis, MN). Streptavidin-APC (1∶200; eBioscience) was used to visualize biotinylated antibodies. Gating was performed in accordance to Sugiyama [16]. The antibody combinations are shown in Figure 1B. E15 Neurog3-null cells were collected similarly from GFP^+^ Neurog3^eGFP/eGFP^ knock-in embryos. A total of 405 pancreata were dissected to collect each replicate of Neurog3^+^ endocrine progenitors. Each replicate comprises ∼15,000 cells.

Beta cells and alpha cells were obtained from MIP-GFP and Glucagon-Venus reporter mice, respectively. Beta cells were collected from E15, E17, postnatal day (P) 1, P15, and 8–12 week-old male mice, while alpha cells were collected at P1 and 8–12 week-old male mice. E15 and E17 MIP-GFP^+^ pancreata were dissociated with 0.05% Trypsin EDTA for 8–10 min at 37°C and triturated from 300 pancreata and 240 pancreata, respectively. P1 MIP-GFP^+^ and P1 Glucagon-Venus^+^ pancreas were dissociated with 1 mg/ml collagenase (Sigma-Aldrich; C01030) for 8 minutes, followed by mixing, spinning and further dissociation with 1 mg/ml dispase for 8 minutes at 37°C from approximately 230 pancreata. P15 and adult pancreata were dissociated by standard intraductal ligation and digestion with 1 mg/ml collagenase [31]. Each replicate consisted of at least 3 male mice. Beta cells from the stages E15, E17 and P1 are termed ‘fetal’ beta cells, while beta cells from P15 and adult mice are ‘postnatal’ beta cells based on their ability to couple glucose detection with insulin secretion [85]. Adult duct cells were collected using APC anti-CD133 (1∶100; BioLegend, San Diego, CA). To exclude blood cell contamination from our sorts we used cell-surface markers Ter119 and CD45 (1∶100; Biosciences), which label erythroid cells and leukocytes, respectively. Live-dead cell exclusion was performed with 10 µg/mL Propidium Iodide (PI; Sigma) or 10 µg/mL Aqua (L34957; Invitrogen).

Cell sorting was performed in FACS Aria I and II machines fitted with a 100 uM nozzle using DIVA software (BD Biosciences, San Jose, CA). FACS data were analyzed by using FlowJo software (Tree Star, San Carlos, CA). Cells were collected in 10% fetal bovine serum in PBS and processed for RNA collection (for acinar cells, 2% fetal bovine serum in PBS supplemented with 10 mM EGTA). Cell death did not exceed 30% per sample. All cell types were collected in at least triplicate from a minimum of 15,000 cells per sample.

### Molecular biology

Total mRNA was isolated using the Arcturus PicoPure kit (Applied Biosystems) for all microarray samples. For quantitative PCR analysis, whole pancreas mRNA at E18 or P1 was collected by homogenizing each pancreas in 1.5 ml of RLT buffer and RNA was extracted using the Qiagen RNAeasy Micro kit (Qiagen). cDNA synthesis was performed with Ambion Retroscript kit. Quantitative PCR studies were performed using an ABI7500 system, Applied Biosystems (Foster City, CA). Replicates were processed independently, and each cDNA was tested in duplicate. Expression level was normalized to *beta-actin*. Information about primer and probe sets is available upon request.

### Microarray data preprocessing, normalization and clustering

RNA quality was accessed with Agilent's BioAnalyzer (Stanford PAN facility). 50 ng to 100 ng of mRNA with a RNA integrity number (RIN) score >9 were amplified with NuGen Ovation Kit V2 (NuGEN) and fragmented and labeled with the Biotin and fragmentation labeling kit (NuGEN) following manufacturer's protocol. Hybridization and image analysis processing was done in accordance to the Stanford PAN facility. The Affymetrix Mouse 430 2.0 GeneChip was used.

For gene expression analysis, arrays were RMA normalized using justRMA package in R. After normalization, probes with raw expression value of 100 in all arrays were filtered out—leaving a total of 23,093 probes. For each expressed probe, expression values were log2-transformed, and mean-centered across all the conditions before pair-wise Pearson correlation was performed. Unsupervised hierarchical clustering and array clustering of pair-wise Pearson correlation was performed using Cluster 3.0 [86]. This dendrogram was overlaid with the Pearson correlation plot (Figure 1C).

Unsupervised hierarchical clustering analysis with Microarray data from over 30 adult mouse tissues was downloaded from NIH GEO, with accession number GSE1133 [19]. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [87] and are accessible through GEO Series accession number GSE54374 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE54374).

### Module mapping

The module mapping function of Genomica [34] was executed to identify gene sets that are enriched or depleted in each sample. Here, we entered gene ontology terms belonging to biological processes (BP-GO terms) from mouse and the mean-centered normalized expression values for all the arrays (23,093 probes). We used the default settings of the program: *P*-value of 0.05, FDR correction of 0.05, and the hierarchical agglomerative (correction centered) clustering method. Probes with an expression level > = 1 (on a log2 scale) were considered upregulated, while probes with an expression level < = −1 (on a log2 scale) were considered downregulated. We displayed the average expression of gene hits from each enriched gene set (based on a log2 scale of mean-centered values). GO gene sets of biological functions were downloaded from website DAVID and imported into the Genomica Software [20] [34].

### Gene signatures and pair-wise comparisons

Gene signatures for each cell type were calculated using Student t-test comparing signals in the arrays of a particular cell-type versus the rest of the arrays. The genes selected as ‘signature genes’ met four parameters: *P*-value< = 0.001, FDR< = 0.05, log2 fold change > = 1, and standard deviation < = 0.5 of arrays in the same cell type. FDR correction was estimated using the p.adjust package in R. Negative gene signatures were selected using a log2 fold change < = −1, *P*-value< = 0.001, FDR< = 0.05, and standard deviation < = 0.5 of arrays in the same cell type. Similar methods were applied for transcription factor signatures. For each gene signature, we performed functional enrichment analysis of Gene Ontology terms related to biological processes (GOTERM_BP_FAT) through DAVID. BP-GO terms were considered significant if FDR>0.05. DAVID default settings were used.

To obtain differentially expressed genes between two cell types we used the Student t-test where the obtained *P*-values were adjusted for multiple testing using the p.adjust function of R with Benjamini-Hochberg method (adjusted *P*<0.05). The log2 fold change difference between each representative cell type was calculated by averaging the transformed probe signals in the arrays of the first cell type and subtract that from the second cell type. Fetal endocrine cells included E15 beta cells, E17 beta cells, P1 beta cells, and P1 alpha cells. Postnatal endocrine cells include P15 beta cells, Adult beta cells, and Adult alpha cells.

### IMNA expression-based prediction of regulators, their target genes and functions

We identified candidate regulators and their regulation programs using the Module Networks algorithm in the Genomica software [10] [34]. Genomica detects modules of co-expressed genes (gene sets) and their shared regulatory programs. A regulation program is a small set of genes whose expression is predictive of the expression level of the module genes using a decision (regression) tree structure. Given the expression values of a pool of candidate regulator genes, a set of modules and their associated regulation programs are automatically inferred by an iterative procedure. This procedure searches for the best gene partition into modules and for the regulation program of each module while optimizing a target function. The target function is the Bayesian score derived from the posterior probability of the model (see [34] for a detailed description of the algorithm). The program requires two input lists: 1) list of potential regulators as determined by the user and 2) normalized mean-centered expression data for the samples of interest. We compiled a list of 1642 mouse transcription factors (TF) or TF components from various sources [36], [37] [38]. Our list of input ‘regulators’ was a filtered list of TFs and TF components that were expressed in our arrays (total of 3310 expressed probes based on our list of 1642 candidate TFs). Our list of input ‘expression values’ consisted of the normalized and mean-centered values for all 12 cell populations (described above; 23,093 probes). We applied the default settings and set the maximum tree depth to 5.

We optimized the maximum number of modules by counting the number of known regulators predicted. The list of known pancreatic regulators (82 total) was compiled from [9] and literature searches on all predicted regulators in pubmed. Genomica identifies the sets of candidate regulators that are most predictive of the expression pattern for each module (co-expressed genes). We tested the quality of its predictions by setting: 25, 50, 75, and 100 modules. After a single run, 100 modules identified 25% of known regulators of pancreas development. Because this number was low and because single runs were inherently unstable, we reasoned that multiple iterations may yield better predictions. We tested the optimal number of iterations counting the number of known regulators after 1, 20, 40, 60, 80, and 100 iterations for each module number. Reproducibility was determined by ranking the frequency that each candidate regulator is identified after each run and by performing Gene set enrichment analysis (GSEA; [40]; Figure S5) of true positives (known regulators). We determined that 100 iterations of 75 modules was the best setting; it identified 99% of known pancreatic regulators and provided the best GSEA enrichment score. Increasing the number of iterations to 110 or 120 predicted the same number of known pancreatic regulators but worsened the enrichment score. To obtain the GSEA enrichment score of diabetes risk factor genes, we compiled a total of 72 risk factor genes from [42] and [88]. Then we performed GSEA on factors that were transcription factors or DNA-binding proteins (26/72 genes) and were expressed in the pancreas (22/26 TFs genes). Using our list of 22 risk factor genes we obtained the enrichment score relative to the ranked list from our IMNA approach as described above.

The predicted targets and functions for a subset of candidate regulators were determined by extracting the modules that each regulator was predicted to regulate. All the modules that were positively regulated were grouped (comprising of a minimum of 5 modules per regulator). This was similarly done for modules that a regulator was predicted to repress. We obtained the predicted biological functions for each regulator by performing functional enrichment analysis on each list of genes through DAVID. BP-GO terms were considered significant if FDR>0.2. DAVID default settings were used.

To validate the predicted targets and functions of Neurog3, we performed Student's t-test to obtain differentially expressed genes between E15 Neurog3^+^ endocrine progenitors and E15 Neuorg3-null cells. We obtained ∼8000 probes that were differentially expressed with a 2-fold difference (4604 probes enriched in E15 endocrine progenitors and 4217 probes enriched in Neurog3-null cells). We compared this list to targets predicted by Genomica. This analysis yielded an 85% overlap in probes (303/358; *P* = 2.01×10^−168^; Figure 4A) or 87.2% overlap in genes (285/327; P = 1.05×10^−191^) when we filter out probes in each predicted module that have an expression value = <1 (based on a log2 scale). The same approach was used to predict repressed targets of Neurog3. When we filter probes with an expression value >−1, 67% of probes overlap (220/328, P-value = 2.60×10−85; Figure S6A) or 73% genes overlap (192/263; *P* = 7.02×10^−102^). Fisher's exact test was used to determine statistical significance with *P*<0.05 against the total number of probes or genes. Next, we performed functional enrichment analysis on each list of Genomica predicted targets through DAVID using default settings and compared these results to targets obtained by gene expression profiling of Neurog3-null cells (FDR<0.05).

The analysis was integrated through GenomeSpace (http://www.genomespace.org/). Venn diagrams were obtained with the Venny program [89] (http://bioinfogp.cnb.csic.es/tools/venny/index.html). Fisher's exact analysis was performed using the following website: http://www.langsrud.com/fisher.htm

### Statistical analyses

Each variable was analyzed using the two-tailed Student's t test. For all analyses, a *P* value of less than 0.05 was considered significant. Results are given as mean +/− SEM.

### Over-expression of Neurog3

A mouse duct cell line (mPAC) was infected with adenoviruses expressing the mouse Neurog3 gene and the red fluorescent protein (RFP) from separate CMV promoters. The control sample included mPAC cells that were infected with Adenoviruses expressing RFP. We verified that RFP did not have an effect on the expression of Neurog3 downstream genes in non-treated mPAC cells. Cells were cultured with the virus for 1 day and then media was changed. Cells were harvested after 3–4 days. Each experimental condition was performed in triplicate.

### Immunohistology

For measurement of endocrine-cell mass, a minimum of 12 pancreas sections spanning the entire pancreas were assessed for at least 3 different mice per genotype. The total cross-sectional area of hormone^+^ cells was summed and normalized to total pancreatic area using Image-Pro Plus analysis software (Media Cybernetics). Statistical analysis was performed using a two-tailed Student's t-test. For staining Runx1t1 and Etv1-LacZ expression, E15 and 2-month old mouse pancreata were dissected and fixed with 4% paraformaldehyde overnight at 4°C, and cryo-embedded. Sections were permeabilized with 1% Triton-X-100 for 1 hr before blocking with 2%BSA, 1% DMSO in PBS. We used the following primary antibodies: Goat anti-Runx1t1 (1∶200, Santa Cruz, C-20), Rabbit anti-LacZ (1∶500, Invitrogen), and Rat anti-E-cadherin (1∶400, Invitrogen). Secondary antibodies were from Jackson ImmunoResearch and Molecular Probes. Samples were mounted with Vectashield containing DAPI (Vector Laboratories). Microscopic images were obtained using a Leica SP2 AOBS confocal laser-scanning microscope.

## Supporting Information

Figure S1 Heat map of mRNA expression of a subset of known pancreatic markers. (A) Heat map of genes that are representative of each major cell type collected. High relative expression is shown in red and low relative expression in blue based on a log2 scale. (B) Insulin and Glucagon mRNA-expression analysis of sorted beta cells from adult mice. (C) Insulin and Glucagon mRNA-expression of sorted alpha cells from adult mice.
(PDF) Click here for additional data file.

Figure S2 Hierarchical clustering of pancreatic cells with 30 adult mouse tissues. The data was normalized and clustered. The cells in this study are in red and those from [19] are in black.
(PDF) Click here for additional data file.

Figure S3 Gene signatures across 12 sorted cell types. (A) Genes that are enriched in each cell type were termed ‘positive gene-signatures’ based on four parameters (*P*-value< = 0.001, FDR< = 0.05, log2 fold change > = 1, and standard deviation < = 0.5 of arrays in the same cell type). Range of expression values (−5.015, 4.84). More than 75% of probes with positive values lie within the range of +2.1 to −2.1 based on a log2 scale. (B) Genes that are repressed in each cell type were termed ‘negative gene-signatures’ based on parameters (*P*-value< = 0.001, FDR< = 0.05, log2 fold change > = −1, and standard deviation < = 0.5 of arrays in the same cell type). Range of values (−6.55, 3.98).>75% of probes with negative values lie within the range of −2.1 to +2.1 based on a log2 scale. (A–B) E15, E17, and P1 beta cell samples were grouped to obtain the gene signature of fetal beta cells and P15 and 8–12 week beta cells were grouped to obtain the gene signature of postnatal beta cells. SPP (Sox9^+^ Pancreatic Progenitor), EP (Endocrine Progenitor). Scale bar based on a log2 scale. The number of genes corresponding to each gene signature are shown below each heatmap. Corresponding values for each figure are shown in Table S2.
(PDF) Click here for additional data file.

Figure S4 Pair-wise comparisons between endocrine cells. Volcano plots representing the distribution of probes against their *P*-value and FDR cut off of <0.05 (horizontal red line). Horizontal red lines represent an expression cut off with a log2 value of −1 and +1. X-axis represents the log2 fold change between each pair of conditions, while the Y-axis represents the −log10 value of the P-value. The annotated probes with the highest fold change difference are noted in each graph. A full list of differentially expressed genes for each condition is shown in Table S4. Color scheme of cell types as shown in Figure 1B, i.e. blue (beta cells), green (alpha cells).
(PDF) Click here for additional data file.

Figure S5 GSEA of various module and iterations parameters used in IMNA. Gene set enrichment analysis displaying the enrichment score and distribution of known regulators of pancreas development based on their frequency. We show 25 modules at 100 iterations, 50 modules at 100 iterations, 75 modules at 120 iterations, and 100 modules at 100 iterations. The enrichment score for these parameters was worse than the enrichment score for 75 modules at 100 iterations. All statistical tests had a *P*-value and FDR value of <0.05.
(PDF) Click here for additional data file.

Figure S6 Validation of repressed *Neurog3* functions and targets. (A) Venn diagram showing genes that were upregulated in E15 *Neurog3*-null cells (yellow) and predicted repressed targets of *Neurog3* based on module network analysis in Genomica (orange). Fisher's exact test was used to calculate the *P*-value. (B). Functional enrichment analysis of biological functions of predicted repressed targets of Neurog3 based on the module network analysis algorithm. (C) Functional gene set analysis of genes that were enriched in *Neurog3*-null cells vs. E15 Neurog3^+^ endocrine progenitors (by 2-fold) was performed using DAVID (FDR<0.05), similar biological terms were grouped.
(PDF) Click here for additional data file.

Figure S7 Predicted targets and GO terms of a subset of regulators. (A–D) Predicted biological functions of *Bcl11a*, *Runx1t1*, *Etv1*, and *Prdm16* as determined by DAVID analysis of Genomica predicted targets for positively-correlated genes. FDR<0.2. X-axis shows the −log (p-value) of each biological function as calculated in DAVID. A sample of the predicted targets is shown to the right. Validated targets are shown in red.
(PDF) Click here for additional data file.

Figure S8 Phenotypic mutant analysis of nominated regulators. (A) Expression of *Etv1* expression in adult mouse pancreas using the Etv1^LacZ^ knock-in reporter mouse with Glucagon staining (red). (B) Immunostaining showing that Runx1t1 (green) is expressed in a subset of islets sells as determined by overlap with islet marker Chromogranin A (ChgA, green), epithelial cells are shown in white in E15 fetal pancreas. (C) Morphometric analysis comparing the insulin^+^ cell area and glucagon^+^ cell area in *Bcl11a* mutant mice compared to littermate controls (n = 3 each) at birth (P1). (D) Morphometric analysis of pancreatic polypeptide^+^ (PP), insulin^+^ (Ins), and glucagon^+^ (Gcg), and somatostatin^+^ (Sst) cell area in Etv1 mutant mice on embryonic day 18 (n = 5, each). In (C) and (D) there were no statistically significant changes in each comparison. (E) mRNA expression of Gfi1 from E15 pancreatic progenitors, E15 endocrine progenitors, E15 endocrine cells, E15 acinar cells, and E15 *Neurog3*-null cells. (F) Fasting glucose tolerance between 8–12 week old *Gfi1* mutant mice and control littermates (n = 3, each). (G) mRNA expression analysis comparing a set of pancreatic markers between *Gfi1* mutant whole pancreas and control mice at P1 (n = 2, mean +/− SEM).
(PDF) Click here for additional data file.

Table S1 Pair-wise comparison of alpha and beta cells by developmental stage. Fetal beta cells represent E15, E17, P1 beta cells while postnatal beta cells represent P15 and 8–12 week beta cells. Percentage of affymetrix probes that are differentially expressed based on a total probe number of 45101.

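The denominator of these percentages is all 45101 probes of the array, including probes for transcripts that none of these cells express. Of those, 32078 exceeded 100 on the linear scale in at least 1 array and could be called at all. By the limma fit made here, whose counts exceed those of the paper by more than 1.5 times, 19.6% of the tested probes differed between fetal and postnatal beta cells, 20.8% between P1 and adult alpha cells, 13.2% between fetal beta and P1 alpha cells and 16.0% between postnatal beta and adult alpha cells.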

(XLS) Click here for additional data file.

Table S2 Gene signatures of pancreatic cells types. Tab1: Positive signature. Tab2: Negative signature. Fetal beta cells (E15, E17 and P1 beta cells). Postnatal beta cells (P15 and 8–12 week beta cells). Parameters used to obtain gene signatures are described in methods. Corresponding Figure S3A–B.
(XLS) Click here for additional data file.

Table S3 Pair-wise comparisons of cells of progenitors. Tab1: E11 SPP vs. E15 SPP. Tab 2: E11 SPP vs. E15 acinar cells. Tab 3: E11 SPP vs. adult duct cells. Tab 4: E11 SPP vs. E15 EP. Tab 5: E15 SPP vs. adult duct cells. Expression values represent Log_2_ normalized values. Only values that are differentially expressed by a 2-fold change and have an adjusted P-value of <0.05 (based on a multiple hypothesis correction) are shown. SPP (Sox9^+^ pancreatic progenitor), EP (endocrine progenitor).
(XLS) Click here for additional data file.

Table S4 Pair-wise comparisons of cells of endocrine cells. Tab1: Postnatal (P15 and adult beta cells) vs. fetal (E15, E17, P1) beta cells. Tab 2: Fetal beta vs. P1 alpha cells. Tab 3: P1 alpha vs adult alpha cells. Tab 4: Postnatal beta cells vs. adult alpha cells. Tab 5: Fetal (E15, E17, and P1 beta cells and P1 alpha cells) vs. postnatal endocrine cells (P15 and adult beta cells and adult alpha cells). Tab 5: E15 EP vs E15 beta cells. Expression values represent Log_2_ normalized values. Only values that are differentially expressed by a 2-fold change and have an adjusted P-value of <0.05 (based on a multiple hypothesis correction) are shown. Corresponding volcano plots are displayed in Figure S4. EP (endocrine progenitor).
(XLS) Click here for additional data file.

Table S5 Predicted regulators of pancreas development by IMNA. 

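The frequency in this table counts how often a gene was assigned as a regulator of a module, summed over the networks, and the table also gives the number of networks out of 100. The highest of the paper's frequencies belongs to Asb4, at 825, followed among the genes named here by Hlf at 674, Bcl11a at 587 and Bach2 at 407. Of the 1262 regulators, 1101 have a tested probe with a single gene name. Of these, 228 (20.7%) were higher in endocrine progenitors than in Neurog3-null cells, against 1822 (13.7%) of 13304 other genes (Fisher's exact test, p = 1.1e-09, two-sided). In null cells 138 (12.5%) were higher, against 2567 (19.3%) of the others. Genes are not independent replicates, so this p describes the lists only.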

The frequency ratio was calculated based on the number of times each regulator appears after each iterative run. A total of 100 iterative runs were performed each comprising of 75 gene-network modules. Analysis was executed using the module network algorithm of Genomica.
(XLS) Click here for additional data file.

Table S6 Pair-wise comparison of Neurog3-wt vs. Neurog3 null cells. Differentially expressed genes were obtained by comparing the expression values of E15 Neurog3^+^ endocrine progenitor (E15 EP) cells to sorted E15 Neurog3-null cells. Expression values represent Log_2_ normalized values. Only values that are differentially expressed by a 2-fold change and have an adjusted P-value of <0.05 (based on a multiple hypothesis correction) are shown.
(XLS) Click here for additional data file.

# Supplementary material for: An Integrated Cell Purification and Genomics Strategy Reveals Multiple Regulators of Pancreas Development
**Source:** PLoS Genet. 2014 Oct 16;10(10):e1004645. doi: 10.1371/journal.pgen.1004645

**GSEA 25 modules (100 iterations)**

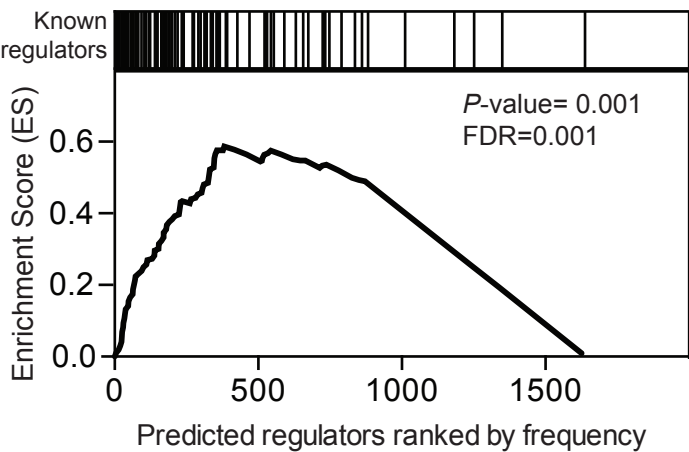

**GSEA 50 modules (100 iterations)**

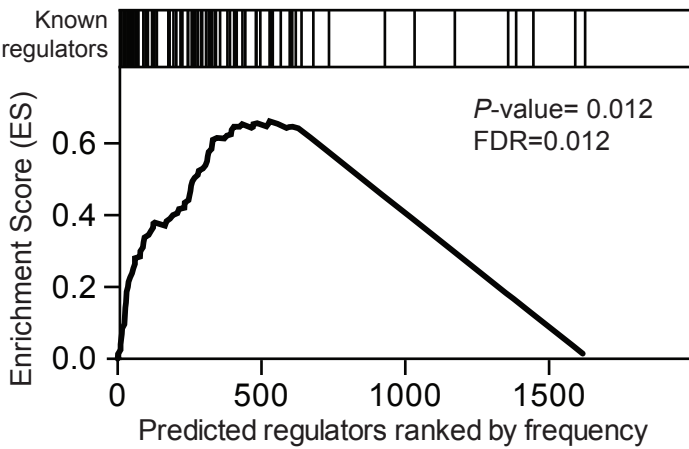

**GSEA 75 modules (120 iterations)**

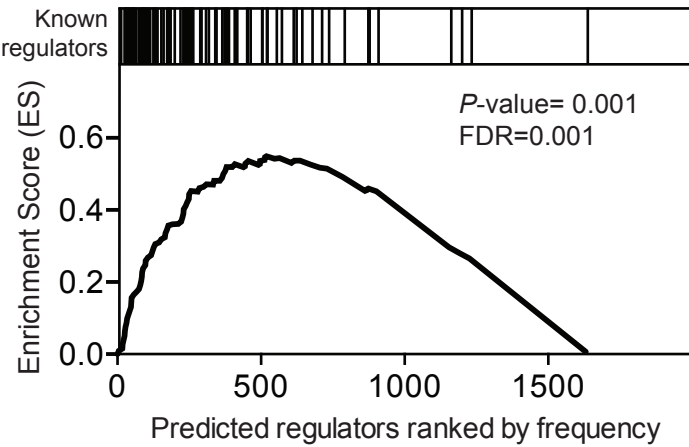

**GSEA 100 modules (100 iterations)**

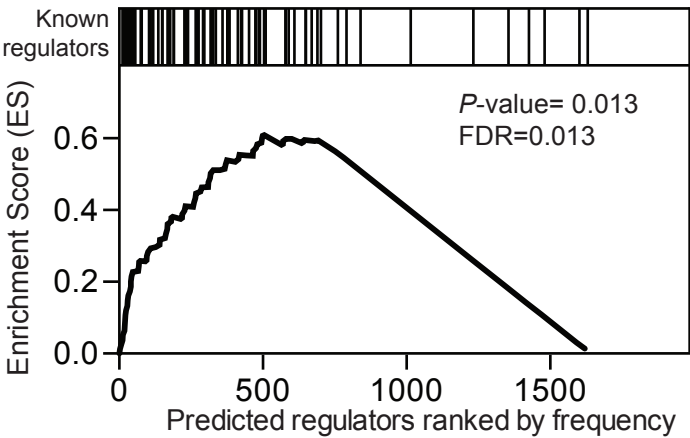

**Supplement:** Figure S5 — GSEA of various module and iterations parameters used in IMNA. Gene set enrichment analysis displaying the enrichment score and distribution of known regulators of pancreas development based on their frequency. We show 25 modules at 100 iterations, 50 modules at 100 iterations, 75 modules at 120 iterations, and 100 modules at 100 iterations. The enrichment score for these parameters was worse than the enrichment score for 75 modules at 100 iterations. All statistical tests had a P-value and FDR value of <0.05.

How the deposited data were processed for this re-analysis (not part of the article)

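The authors hybridized the samples to Affymetrix mouse gene expression arrays, normalized them together by RMA in R 2.11.1 and deposited log2 values for 45101 probes on 48 arrays. These arrays cover the 12 wild-type populations of the article and E15 Neurog3-null cells, with 3 to 5 arrays per population. The deposited log2 values were used as they stand. They hold no missing value, and no array duplicates another. RMA sets each array against the others, so the values compare populations and give no count of molecules. It was inferred from the values, not stated, that all 48 arrays were normalized in a single run.

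Gene names came from the platform table in the deposited files. Of the 45101 probes, 34958 carry exactly 1 gene, 932 carry several and 9211 carry none, and 64 are control probes. Only probes with 1 gene were named, for 18194 genes. Of their symbols, 34754 were found by gene ID in the annotation of GRCm38.p6, which served for names alone, and none of these had changed. The remaining 204 kept the name of the platform table. The article names 40 genes in its results for these arrays, and 8 of them have no probe that carries their name alone.

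The methods leave out probes at or under 100 on the linear scale in all arrays. Applied to the 48 arrays, that filter kept 32078 probes, and 31863 on the wild-type arrays. The article states 23,093 probes after its filter, and these words applied to the deposited values did not give that number. A filter above 100 in at least 24 arrays, chosen after the data were seen, kept 23107. Differences were computed from these values with limma 3.58.1 in R 4.3.3, as a fit of 13 population means over all 48 arrays with moderated variances (35 residual and 3.55 prior degrees of freedom). Each difference is the second population minus the first. A probe was called at an adjusted p under 0.05 (Benjamini-Hochberg) with an absolute log2 difference of at least 1, the thresholds of the methods. Groups of several populations, such as fetal beta cells, give each population the same weight. The standard error beside a difference comes from the same fit. Where the mean of a population lies at or under 100 on the linear scale, the size of a difference from it is not exact.

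Signatures came from limma on a cell type's arrays against all other wild-type arrays at the thresholds of the methods, with p at or under 0.001, an adjusted p at or under 0.05, a log2 difference of at least 1 and an SD within the cell type of at most 0.5. The methods name a t-test, which was an alternative. Correlations and the tree used values centred on each probe's mean over the 44 wild-type arrays, Pearson correlation and average linkage.

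Shifts of 26 gene lists were tested with limma's camera at a correlation between genes of 0.01, each gene by its brightest probe among 14405 genes. Adjusted p for lists cover the 26 lists of each comparison separately, not all 702 tests of the 27 comparisons together. Beside them stands the p with the correlation estimated from the data, which is more cautious. The lists were written from general knowledge, not from a database, so a list samples a process and does not cover it. The article's own enrichment used Gene Ontology terms.

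The genes in the text were chosen by rule. They are all genes that the article names in its results for these arrays. For each comparison they are also the 10 genes with the largest difference in each direction among called probes whose arrays do not overlap and that carry 1 symbol. For each list and comparison up to 4 members with the largest difference were named. Sex-linked genes and Neurog3 served to check labels. A gene is represented by the probe with the highest mean over the 48 arrays. Values in the article's tables had been seen when the rule was written.

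The tests were tried on simulated data with 200 changed probes among 32078. For endocrine progenitors against Neurog3-null cells, 88.1% of changes of 1.5, 95.5% of changes of 2 and 100% of changes of 3 were recovered, with 1 false call among 31878 unchanged probes. For E11 against E15 progenitors these shares were 86.6%, 95.5% and 98.5%, with 6 false calls. For fetal against postnatal beta cells they were 98.5%, 100% and 100%, with 2 false calls. A list shifted by 0.7 was found among 14405 genes, with none of the other lists called. This trial gives no rate of false calls for lists whose genes move together. The macrophage markers are such a list in the real arrays (mean r 0.55).

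Replicate numbers can mark samples made on the same day. In E11 against E15 progenitors, all 3 pairs with the same number had correlated deviations, r from 0.106 to 0.148, and 4 of the 6 arrays correlated best with their own number. With the number as a replicate block, 3603 probes were called, against 3630 without it. The unblocked fit was kept, because the labels do not say what the numbers stand for.

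Alternatives included quantile normalization of the deposited values again, other filters, array weights, a variance trend, the methods' t-test, other probes of a gene, other linkages and each array left out in turn. The small number of arrays per population limits the precision of a mean. The networks of regulators were not rebuilt, and the predicted target sets behind their overlap with the Neurog3 results are not in the files. Quantitative PCR, cell mass and glucose measurements lie outside the deposited arrays. Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.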

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

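The tests of a single array, of the age of the animals, of a fixed difference between beta and alpha cells and of other splits of the arrays were chosen after the results were seen.

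Macrophage and leukocyte markers were far higher in Neurog3-null cells than in endocrine progenitors (median 5.88 over 17 genes). They were also far higher in adult than in P15 beta cells (median 3.93), and they were high in adult duct cells. The article names C1qb, which is among these markers, as enriched in postnatal beta cells, but does not discuss them as a group. Its methods name CD45 and Ter119 as markers to exclude blood cells. The tables argue against a single array that stands apart, since 12 of 12 arrays of these populations lay above every array of the population they were set against. The age of the animals stays open for adult beta and duct cells, because the alpha cells, in which 0 of the 17 markers were called higher in adults than at P1 by limma, are another cell type, while null cells and endocrine progenitors are both of E15. RNA of macrophages or other leukocytes is a candidate explanation that stays open: over the 44 wild-type arrays, deviations of the markers from their population means went together with a mean r of 0.55, at percentile 100 of 1000 random lists (median 0.03), a test that did not cover the null arrays. Cd74 measured 14.22 in adult beta and 13.79 in duct cells and Csf1r 13.48 in null cells, and all 17 markers exceeded 100 on the linear scale in these 3 populations and in P1 beta cells, 16 in E17 beta, 13 in P15 beta and P1 alpha, 12 in E15 beta, 4 in adult alpha cells and 2 in E11 progenitors, while expression of these genes by the sorted cells themselves, with tissue or genotype, also stays open and was not tested.

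Acinar enzyme transcripts were higher in adult beta than in adult alpha cells. A fixed difference between these cell types stays open: the range of the alpha arrays was 5.40, or 1.45 times the difference of 3.73 between the means, yet each beta array lay above each alpha array. RNA of acinar cells in the sorted samples is a candidate explanation that stays open: deviations of the 21 enzyme genes went together with a mean r of 0.89, at percentile 100 of 1000 random lists (median 0.01). Ctrb1 measured 14.58 in adult beta and 10.79 ± 2.46 (SD, n = 5) in adult alpha cells, and all 21 genes exceeded 100 in both, and 14 did in E11 progenitors. Beta and alpha cells were sorted by the reporters MIP-GFP and Glucagon-Venus, gates that would remove acinar cells, and low expression by the endocrine cells themselves was not tested.

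The change from P1 to adult differed between alpha and beta cells for 6627 probes. Splits of the same arrays gave as many in 4 of 100, the real one included, a share under 0.05, but the highest of the others reached 11814. Such splits swap cell types at 1 of the ages and so measure the difference between alpha and beta cells, a structure of the samples.

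Some arrays stood apart from the rest of their population. Among 143 groups of 4 or 5 arrays, 7 held an array far from its nearest neighbour, and chance gives about 1 in 20, or 7.2. The endothelial markers averaged 7.61 in replicate 4 of the Neurog3-null cells, against 6.35 to 6.46 in the others. The mesenchyme markers averaged 6.19 in replicate 2 of adult alpha cells, against 5.82 to 5.91. Replicate 1 of P15 beta cells had Ins2 at 14.41, against 14.67 to 14.71, and Muc1 at 8.87, against 6.53 to 6.67. Pdx1 measured 7.61 in replicate 1 of duct cells, against 8.48 to 8.55. Prdm16 measured 8.56 in replicate 4 of P15 beta cells, against 7.89 to 7.93, and 6.38 in replicate 4 of adult beta cells, against 8.26 to 8.58.

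Xist, which female cells express, averaged 11.47 in P15 beta cells (10.70 to 12.41 over 4 arrays), whereas the methods state male mice for that age. It averaged 7.02 in adult beta cells, with 10.59 in replicate 1 and 5.65 to 5.97 in the others, and 6.35 in adult alpha and 5.43 in duct cells. Eif2s3y, from the Y chromosome, averaged 11.22 in P15 beta cells.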

How the results depend on the processing

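The filter above 100 in at least 24 arrays, the setting without 3 arrays (P15 beta 1, adult alpha 1 and 2, with the lowest array weights of the 48, 0.17, 0.16 and 0.13) and the setting without 817 probes that follow the macrophage markers were chosen after seeing the data.

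Counts of called probes moved by less than 1.5 times in 152 of 155 values under other settings and in all 164 leave-one-out values. P15 against adult beta cells went from 2504 to 1394 with the methods' t-test, and the cause was not tested. Fewer probes tested gave 1500 there and 3670 for adult beta against adult alpha cells (5538) with the 24-array filter. With the replicate number as a block no count moved that far. Pairs with the same number had r from -0.052 to 0.181 in endocrine progenitors and null cells, -0.022 to 0.264 in E11 progenitors and acinar cells, and 0.013 to 0.265 in P1 and adult alpha cells.

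Many of the named genes were chosen for a large difference with no overlap of arrays, so they say little about how other genes would hold. Of 312 differences of named genes, 304 kept their direction and their side of the threshold in every setting run. Apoc3, Igf2bp3, Rit2, Slc6a20a and Xist, in P15 against adult beta cells, and Pdx1, between endocrine progenitors and null cells, fell short of the threshold in some. With the methods' t-test the former kept differences from -1.93 (Rit2) to -4.45 (Xist) and missed it on adjusted p, from 0.10 to 0.31. Apoc3 had -1.96 with that test, but -1.18 with array weights and -1.0 without P15 beta replicate 1. Without adult beta replicate 4 Apoc3 had -1.87. Pdx1 missed it on size, at -0.95 with array weights and -0.97 without Neurog3-null replicate 2. Prdm16 between endocrine progenitors and null cells, not called, changed sign to 0.02 with quantile normalization again, 0.02 with the replicate number as a block and 0.03 without Neurog3-null replicate 4 (leave-one-out -0.11 to 0.03). Bcl11a changed sign to 0.08 with array weights and 0.07 without Neurog3-null replicate 2 (leave-one-out -0.30 to 0.07). The cause was not tested.

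All 11 markers were called, and 15 of 21 differences of Prdm16, Bcl11a and Runx1t1, with the replicate number as a block, quantile normalization again and each array left out. Other probes of a gene reversed some. For Pax6 in alpha cells 1 gave -0.16. For Bcl11a, endocrine against E11 progenitors, 2 gave -0.25 and -0.45. Against E15 progenitors these gave -0.72 and -0.47 and 3 more gave -0.03, -0.12 and -0.53, and -0.03 came without E15 progenitor replicate 3 (leave-one-out -0.03 to 0.26). For Prdm16 against E15 progenitors 1 gave -0.16. Gfi1 against E15 beta cells reversed to 0.08 as a ratio of linear means and to 0.18, 0.15 and 0.01 without endocrine progenitor replicate 1, replicate 2 and E15 beta replicate 3 (leave-one-out -0.60 to 0.18). Another 12 values fell short of the threshold and 2 passed it, all with other probes. The cause was not tested.

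Of 702 list tests, 347 were called, 117 with camera at an estimated correlation, which allows for genes that move together, and 521 with fry, whose null hypothesis is each list alone.

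In the tree, each population's arrays kept their own branch in every setting. The smallest branch with endocrine progenitors, fetal beta and P1 alpha cells held 8 populations, 12 with complete linkage, and 5 with single linkage, centroid linkage on population means, centring on the mean of the population means, no centring, without these 3 arrays and without probes that follow the macrophage markers. Leave-one-out gave 5 to 12. The branch with duct cells, progenitors and acinar cells held 12, and 4 with centring on the mean of the population means and in both added settings, and 4 to 12 in leave-one-out. That with fetal beta and P1 alpha cells held 8, and 12, 5, 5, 5, 5, 5 and 5 in the order given, with 5 to 12 in leave-one-out. That with the 5 beta populations held 12, 11 with single linkage and no centring, 8 with centroid linkage, centring on the mean of the population means and both added settings, and 8 to 12 in leave-one-out. That with the 2 alpha populations held 12, 7 with complete linkage, 11 with single linkage and no centring, 8 with centroid linkage, centring on the mean of the population means and both added settings, and 6 to 12 in leave-one-out. Centroid linkage gives no branch per array. The cause was not tested.

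Signatures grew or shrank with the setting. The setting with the unweighted mean also tests against the spread within populations. Reference and spread changed together there, and neither was tested alone. Against the unweighted mean of the other populations E11 progenitors had 3100 probes (1461), E15 progenitors 2508 (343), acinar cells 3279 (1338), endocrine progenitors 1463 (443), P1 alpha 1515 (165), adult alpha 1776 (930), fetal beta 631 (248) and postnatal beta cells 1770 (1070). With no limit on the SD they were 268 in P1 alpha, 1778 in adult alpha, 1106 in fetal beta and 1754 in postnatal beta cells, where more probes are let in. Without 1 array each, fewer arrays left 890 to 937 in E11 progenitors, 47 to 96 in E15 progenitors, 673 to 695 in acinar cells, 220 to 262 in endocrine progenitors, 82 to 116 in P1 alpha, 727 to 939 in adult alpha, 2043 to 2284 in duct, 201 to 276 in fetal beta and 918 to 1187 in postnatal beta cells.

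Signal over background limits what the filter can test: 32078 probes passed it, and 30086 passed it in at least 3 arrays.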

Differences from the paper's values

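The filter in the words of the methods kept 32078 probes here, against the paper's 23,093, so the filters are not shown to be the same. The thresholds are the article's. The paper's table of signatures holds columns of P15 beta cells that match none of the deposited arrays. Its postnatal beta group may thus hold other arrays, which was not tested. For postnatal beta against adult alpha cells, 11.35% of all probes were called, and the paper's value is 6.02%. Among the alternatives set before the data were examined, the methods' t-test gave 8.95%, within 1.5 times of it, and the others did not come that close. For P1 against adult alpha cells the share was 14.79% against the paper's 8.8%, and the methods' t-test alone came within 1.5 times, at 12.49%. For fetal against postnatal beta cells it was 13.94% against the paper's 8.9%, with 13.02% by the methods' t-test and 13.23% by limma on these arrays only, and no other alternative as close. For fetal beta against P1 alpha cells it was 9.42% against the paper's 4.7%, and none of those alternatives came within 1.5 times. A filter above 100 in at least 24 arrays, chosen after seeing the values, gave 7.84%, 10.38%, 9.38% and 7.23% in this order, within 1.5 times in all but the last, and it drops 3 of the 32 named genes with a tested probe (Fap, Gdf3 and Gfi1).

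The article joins endocrine progenitors, fetal beta and P1 alpha cells in the tree, and duct cells with the progenitors and acinar cells. The smallest branch with endocrine progenitors, fetal beta and P1 alpha cells held 8 populations and the one with duct cells, progenitors and acinar cells held all 12. Centring on the mean of the population means gave 5 and 4, as did the settings without the 3 arrays of lowest weight and without probes that follow the macrophage markers, both chosen after seeing the data. Single linkage, centroid linkage on population means and no centring gave 5 for the former.

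The article names Bcl11a among the signature genes of progenitors and acinar cells. It was in none of the 3 signatures, while Spin2c and Rpp40, named with it, were in that of E11 progenitors. Another setting took the unweighted mean of the other populations and the spread within populations, so reference and spread changed together. In that setting 1, 3 and 3 of the 6 Bcl11a probes entered the signatures of E11 progenitors, E15 progenitors and acinar cells. Rpp40 entered that of acinar cells too.

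The article's gene sets of proliferation stay enriched in duct cells. Of 39 cell cycle genes, 25 were lower there than in the other populations and none was higher, whereas 11 of 21 genes of branching morphogenesis were higher. With an estimated correlation the shift of the cell cycle list did not pass camera, while that of the branching list did. The sets of proliferation are also expressed in endocrine progenitors in the article, where none of the 39 was called either way. Adult beta cells keep sets of calcium binding and G protein-coupled receptors over alpha cells in the article. Neither list shifted (adjusted p = 0.94 and 0.33 from camera), although 3 of 17 and 6 of 16 genes were higher in beta cells and 1 of each in alpha cells, and cell adhesion genes did shift (adjusted p = 2.1e-05). The lists here are not the article's sets.

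The article finds regulators of exocrine cells, such as Mist1 (Bhlha15), at lower frequency. In its own table Bhlha15 has a frequency of 227, rank 37 of 1262, above Isl1 (194) and Neurog3 (138). Frequencies there fall along the alphabet (rank correlation -0.42), so a rank above these genes does not settle the point.

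The article puts Prdm16, Bcl11a and Runx1t1 higher in endocrine progenitors than in Sox9+ progenitors or beta cells. Prdm16 was higher than in E11 and E15 progenitors by 0.78 and 0.28 and Bcl11a by 0.68 and 0.14, none of them called by limma. Prdm16 over E11 progenitors missed only the 2-fold limit (adjusted p = 0.029 from limma). The other 5 probes of Bcl11a were lower than in E15 progenitors, from -0.03 to -0.72. Runx1t1 was higher than in E11 and E15 progenitors by 1.91 and 4.20, both called. Another probe of Prdm16 was called over E11 progenitors, by 1.25. All 3 were called higher than in E17, P1, P15 and adult beta cells. Over E15 beta cells Bcl11a was called, by 1.64, and Prdm16 (0.87) and Runx1t1 (0.57) were not, while another probe of Runx1t1 was, at 1.05. There too Prdm16 missed only the 2-fold limit (adjusted p = 0.024 from limma).

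The article lists Snai2 among genes lost with Neurog3. Its brightest probe was lower in null cells by 0.50 and not called, while its other probe was called. Pax4, Nkx2-2, Insm1 and Runx1t1, listed with it, were called lower.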

Other observations

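The tests of other splits of the arrays were chosen after the results were seen.

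E11 progenitors carried transcripts of endocrine cells. Gcg measured 13.68 ± 0.12 (SD, n = 4), Isl1 12.67 ± 0.16 and Neurod1 11.67 ± 0.25 in them.

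Eif2s3y, a gene of the Y chromosome, averaged 10.04 in P1 alpha cells, with 6.19 in the lowest of the 4 arrays and 11.37 in the highest.

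In the article's table of regulators, the frequency of a regulator fell along the alphabet (rank correlation -0.42 over 1262 regulators). The 202 symbols from A to C had a median of 46.5, and the 302 from T to Z a median of 5. The level and spread of the genes in these arrays were tested as an explanation, and the correlation given both was -0.44. Without symbols that start with Z, to test gene families at the end of the alphabet, it was -0.36. Neither accounts for the trend, and how the networks were searched was not tested.

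For each comparison the number of called probes is set beside the highest among other splits of the same arrays. Only 1 split, the real one, reached the real count among 35 splits or 100 drawn. Chance assignment of single arrays can thus be excluded at 0.05 for each except E11 against E15 progenitors. Fetal beta, postnatal beta and the pooled endocrine cells hold whole populations. Splits of single arrays cannot show whether whole populations would part this way by chance. With 35 splits the counts were 9968 and 7571 for endocrine progenitors against Neurog3-null cells, 6099 and 3743 for E11 progenitors against acinar cells, 12653 and 4595 against duct cells, 10721 and 7755 for E15 progenitors against duct cells, 5292 and 3265 for E11 against endocrine progenitors, 3024 and 1666 for endocrine progenitors against E15 beta cells, and 2504 and 1016 for P15 against adult beta cells. With 100 they were 6286 and 2708 for fetal against postnatal beta cells, 4248 and 2469 for fetal beta against P1 alpha cells, 6669 and 5407 for P1 against adult alpha cells, 5121 and 2807 for postnatal beta against adult alpha cells, 5447 and 1432 for fetal against postnatal endocrine cells, and 5538 and 4520 for adult beta against adult alpha cells. For E11 against E15 progenitors, where the replicate numbers pair the arrays, 8 splits part all 3 pairs, too few for a share under 0.05. The real one of these called 3630 probes and the highest other 2148, and the splits that leave a pair together reached 2157.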
